# Systematic identification and characterization of cardiac long intergenic noncoding RNAs in zebrafish

**DOI:** 10.1038/s41598-017-00823-3

**Published:** 2017-04-28

**Authors:** Lei Wang, Xiao Ma, Xiaolei Xu, Yuji Zhang

## Abstract

Long intergenic noncoding RNAs (lincRNAs) are increasingly recognized as potential key regulators of heart development and related diseases, but their identities and functions remain elusive. In this study, we sought to identify and characterize the cardiac lincRNA transcriptome in the experimentally accessible zebrafish model by integrating bioinformatics analysis with experimental validation. By conducting genome-wide RNA sequencing profiling of zebrafish embryonic hearts, adult hearts, and adult muscle, we generated a high-confidence set of 813 cardiac lincRNA transcripts, 423 of which are novel. Among these lincRNAs, 564 are expressed in the embryonic heart, and 730 are expressed in the adult heart, including 2 novel lincRNAs, TCONS_00000891 and TCONS_00028686, which exhibit cardiac-enriched expression patterns in adult heart. Using a method similar to a fetal gene program, we identified 51 lincRNAs with differential expression patterns between embryonic and adult hearts, among which TCONS_00009015 responded to doxorubicin-induced cardiac stress. In summary, our genome-wide systematic identification and characterization of cardiac lincRNAs lays the foundation for future studies in this vertebrate model to elucidate crucial roles for cardiac lincRNAs during heart development and cardiac diseases.

## Introduction

Cardiovascular development is a dynamic, spatiotemporally coordinated, and transcriptionally regulated process involving thousands of genes^1^. Even subtle perturbations of this process can lead to a spectrum of heart diseases, such as congenital heart defects^2^, coronary artery disease^3, 4^, cardiac hypertrophy^5, 6^, and arrhythmias^7^. Traditional laboratory studies have focused on protein-coding genes and their regulatory roles in heart development^8, 9^, but these genes account for less than 3% of the human genome. Recent applications of high-throughput sequencing technologies to analyze the transcriptome in human and other model organisms have revealed a wide spectrum of transcripts that do not encode proteins: the so-called noncoding RNAs (ncRNAs)^10, 11^. Several consortium projects, such as the Encyclopedia of DNA Elements (ENCODE)^12^ and Functional Annotation of the Mammalian Genome (FANTOM)^13^ have reported that ncRNAs substantially outnumber protein-coding genes and perform various specific roles in controlling gene expression and function^14^. Thus, these ncRNAs have emerged as new key players in the cardiovascular regulatory network^15^. Based on the size of their mature transcripts, ncRNAs can be broadly classified as small (<200 nucleotide [nt]) RNAs, large (>200 nt) ncRNAs (lncRNAs), and regulatory RNAs (e.g., rRNA and tRNA). As the largest group of mammalian ncRNA transcripts^16^, lncRNAs have been shown to exert nonredundant roles in diverse biological processes, including chromosome X inactivation, imprinting, splicing, and transcriptional regulation^17–19^. To complete the cardiac transcriptome landscape, investigating the biological roles of lncRNAs during cardiac-related biological processes in a systematic genome-wide manner is essential.

Recent cardiovascular mechanism studies have detected and characterized the unique expression of several lncRNAs under both normal physiological conditions and disease states^20–25^, and the results suggest that lncRNAs substantially affect gene regulation in cardiovascular-related biological processes. For instance, *chast* was shown to promote cardiac remodeling and influence cardiomyocyte hypertrophy^26^, whereas *CARMEN* is a super enhancer–associated lncRNA controlling cardiac specification, differentiation, and homeostasis^27^. Long intergenic noncoding RNAs (lincRNAs), a subclass of lncRNAs that do not overlap with annotated coding regions^28^, are especially interesting because their specific genomic locations facilitate experimental manipulation and computational analysis. LincRNAs have been shown to govern cardiac development and stress responses^22, 23^, to orchestrate cardiac transcriptional programs^29^, and to serve as potential biomarkers and novel therapeutic targets for cardiovascular diseases^25^. For instance, both *Bvht* and *Fendrr* interact with the epigenetic silencing complex polycomb repressive complex 2 (PRC2) to regulate key genes during early cardiac development^22, 23^. However, because comprehensive lincRNA annotation is lacking, only a few lincRNAs have been studied in the context of heart development and cardiac diseases^30^. Existing annotations of lincRNAs in human and other model organisms are usually derived from large-scale sequencing studies^31^. Such annotations, however, may miss lincRNAs that are only expressed during narrow spatiotemporal developmental windows^32–34^. To better understand the potential roles of cardiac lincRNAs (i.e., lincRNAs expressed during heart development), performing genome-wide identification, characterization, and analysis of lincRNAs in the context of heart tissue is necessary.

In this study, we sought to systematically identify and characterize cardiac lincRNAs using the zebrafish model. Specifically, we focused on lincRNAs that are expressed in embryonic and adult hearts. First, we reconstructed *de novo* most of the annotated zebrafish genes in the RefSeq and Ensembl databases. Through an integrative bioinformatics filtering approach, we defined a high-confidence set of 813 cardiac lincRNA transcripts, 423 of which were novel. Both *cis*- and *trans*-level analyses suggested that several cardiac lincRNAs were potentially functionally associated with heart development and cardiac diseases. Independent experimental validation also revealed unique activation patterns of the novel cardiac lincRNA TCONS_00009015 in the doxorubicin (DOX)-induced cardiomyopathy model. Our investigation of cardiac lincRNAs in a vertebrate developmental model revealed that these cardiac lincRNAs have crucial biological roles during heart development and may serve as potential key regulators in biological processes closely related to heart diseases. Our cardiac lincRNA catalog will facilitate future experimental and computational studies to uncover lincRNA functions in heart-associated biological processes and disease mechanisms.

## Results

### Assembly of a high-confidence transcriptome in zebrafish

Based on our genome-wide cDNA sequencing experiments in 3 tissue types (embryonic heart, adult heart, and adult muscle), which were described in our previous work^35^, we obtained ≈318 million reads. 

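Expression was measured by RNA-seq in 9 samples, 3 of each tissue type. The labels give an age of 4 days post fertilization for the embryonic hearts and of 6 months for the adult hearts. The authors assembled the transcripts with Cufflinks and deposited an FPKM value for each transcript in each sample, calculated with Cuffnorm. These values carry the authors' normalization, and the number of reads per sample is not part of them. The relative depth of the samples was therefore estimated from the spacing of the lowest FPKM values, taken as steps of 1 fragment. By this estimate, 1 fragment on a transcript of 1 kb was worth between 0.0332 and 0.0419 FPKM in embryonic heart, between 0.0254 and 0.0385 FPKM in adult heart, and between 0.0354 and 0.0472 FPKM in adult muscle. The expression threshold of 0.1 FPKM corresponded to between 2.12 and 3.94 fragments on such a transcript. Across transcripts, which are not independent replicates, Pearson's r of the log2 values was 0.798 to 0.806 between embryonic heart samples, 0.857 to 0.886 between adult heart samples, and 0.858 to 0.871 between adult muscle samples. Between adult and embryonic heart samples it was 0.650 to 0.719. Tissue types were compared with limma on log2(FPKM + 0.1) in a single fit of the 9 samples, with an intensity trend and Benjamini-Hochberg adjustment over all transcripts tested. Fold changes on this scale understate the change of transcripts with low expression.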

More than 75% of these reads passed the initial quality control step and were aligned to the zebrafish reference genome (Zv9). By applying our stepwise transcriptome assembly pipeline (Fig. 1A), we reconstructed 103,442 transcripts from 43,338 loci across the 3 tissue types; of these transcripts, 87,669 had at least 2 exons, and 15,773 had 1 exon.

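The deposited values covered 103079 assembled transcripts. Of these, 49685 had a mean FPKM above 0.1 in embryonic heart, 52933 in adult heart, and 52616 in adult muscle. The comparisons between tissue types used the 69118 transcripts that passed this threshold in at least 1 tissue type. A value of 0 in all 3 samples was listed for 14442 transcripts in embryonic heart, 10076 in adult heart, and 10102 in adult muscle.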

**Figure 1:**
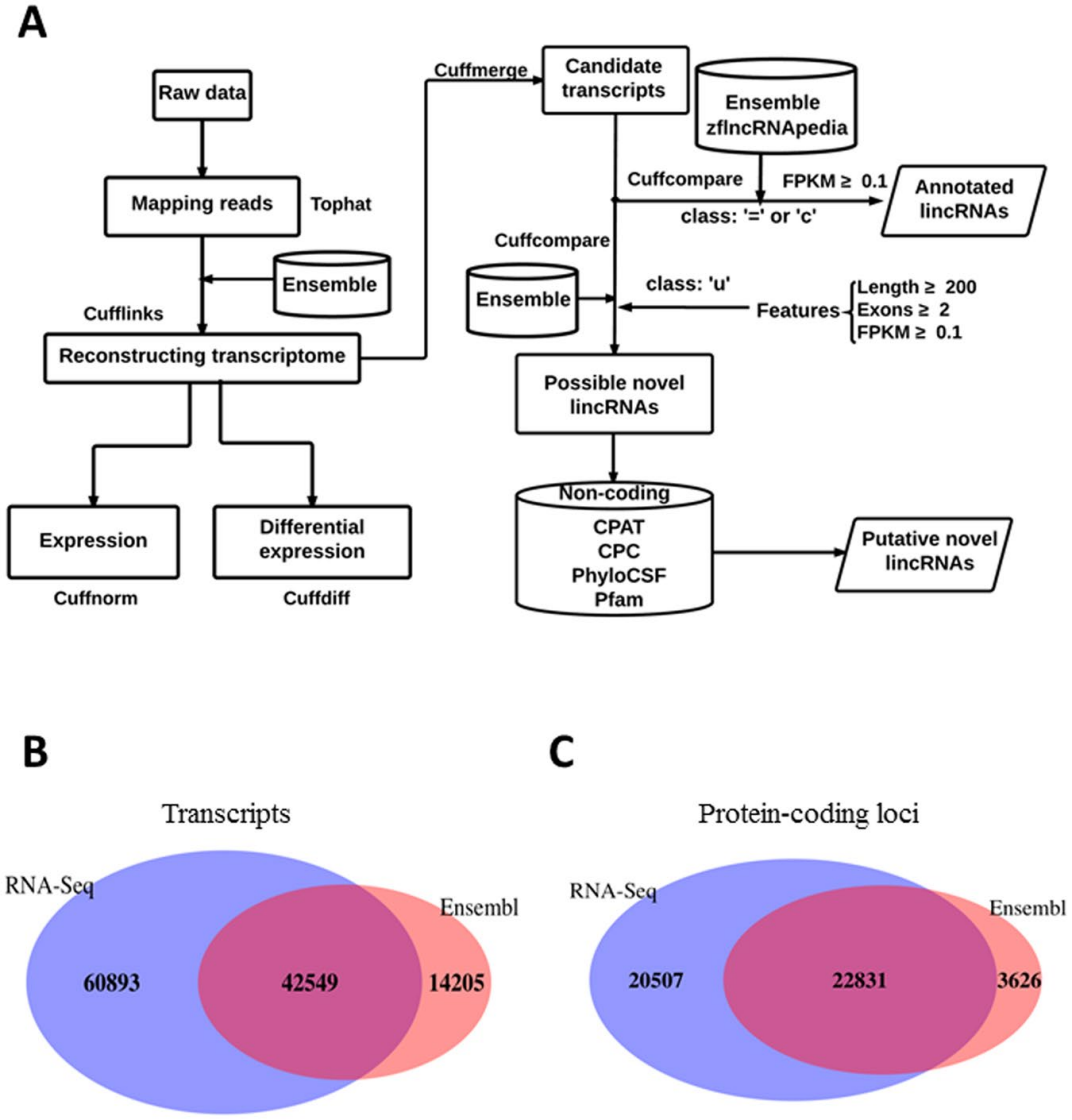
Overview of the RNA-seq–based cardiac transcriptome assembly. (**A**) The computational bioinformatics workflow to assemble the cardiac transcriptome and identify lincRNAs. ‘u’, intergenic transcript in Cufflinks; ‘=’, complete match of intron chain in Cufflinks (see Methods). (**B**) Overlap between transcripts from the RNA-seq–based cardiac transcriptome assembly (blue) and Ensembl annotated transcripts (red). (**C**) Overlap between RNA-seq–based transcripts in protein-coding loci (blue) and Ensembl annotated protein-coding transcripts (red).

To assess the quality and coverage of our reconstructed zebrafish transcriptome, we compared it to the RefSeq (Zv9) and Ensembl annotations (Danio_rerio.Zv9.79). Of 16,146 zebrafish RefSeq transcripts, 12,582 mRNAs (78%) were identified in our zebrafish transcriptome. Similarly, evidence for transcripts from 42,549 of 56,754 Ensembl genes (75%) with comparable transcript structures was identified in our cardiac transcriptome (Fig. 1B). Notably, 22,831 protein-coding genes (86%) in the Ensembl annotation were recovered in our transcriptome (Fig. 1C). In addition, 26,300 transcripts in our zebrafish transcriptome are variants of known Ensembl genes (i.e., novel isoforms or partial transcripts). This high degree of overlap provides independent confirmation for a large fraction of our zebrafish transcriptome.

### Identification of a stringent set of zebrafish lincRNAs

Using our transcriptome derived from zebrafish heart and muscle, we applied 6 filters in a stringent bioinformatics filtering pipeline to identify putative lincRNAs (Fig. 1A). First, we removed candidate transcripts that overlapped with known protein-coding genes in the zebrafish Ensembl annotation (Danio_rerio.Zv9.79.gtf). Second, we removed candidate transcripts with only 1 exon, a length less than 200 nt, or a fragments per kilobase of transcript per million mapped reads (FPKM) value less than 0.1. For the remaining putative noncoding transcripts, 343 were known lincRNA genes in the Ensembl annotation, and 100 were annotated by the zflncRNApedia annotation database^36^. Third, for the remaining 1,739 novel candidate transcripts, we removed transcripts with coding potential using the Cording Potential Assessing Tool (CPAT)^37^ based on the size of the open-reading frames, open-reading frame coverage, Fickett TESTCODE statistics, and hexamer bias. This filter retained 863 candidate putative noncoding transcripts. Fourth, we removed candidate transcripts that had high similarity to known proteins or protein domains in the Pfam database using the Hidden Markov Model-based sequence alignment tool (HMMER)^38^. Candidate transcripts with a significant Pfam hit (*P* < 1 × 10^−5^) were removed, which resulted in 707 candidate noncoding transcripts. Fifth, we evaluated the protein-coding potential of these 707 transcripts with the Coding Potential Calculator (CPC) algorithm based on 6 biologically meaningful sequence features^39^. This filter retained 565 putative noncoding transcripts. Sixth, we used the Phylogenetic Coding Substitution Frequency (PhyloCSF) tool to score the coding potential of transcripts using multispecies nucleotide sequence alignment^40^. We chose a PhyloCSF threshold of less than 20 because it retained most of the RefSeq ncRNAs^41^. The resulting set contained 495 novel lincRNAs. In total, we identified 938 lincRNAs with detectable expression (i.e., FPKM value >0.1), 443 of which were known lincRNAs (i.e., 343 lincRNAs from the Ensembl annotation Zv9 and 100 from the zflncRNApedia database) and 495 of which were novel lincRNAs (Fig. 2A).

**Figure 2:**
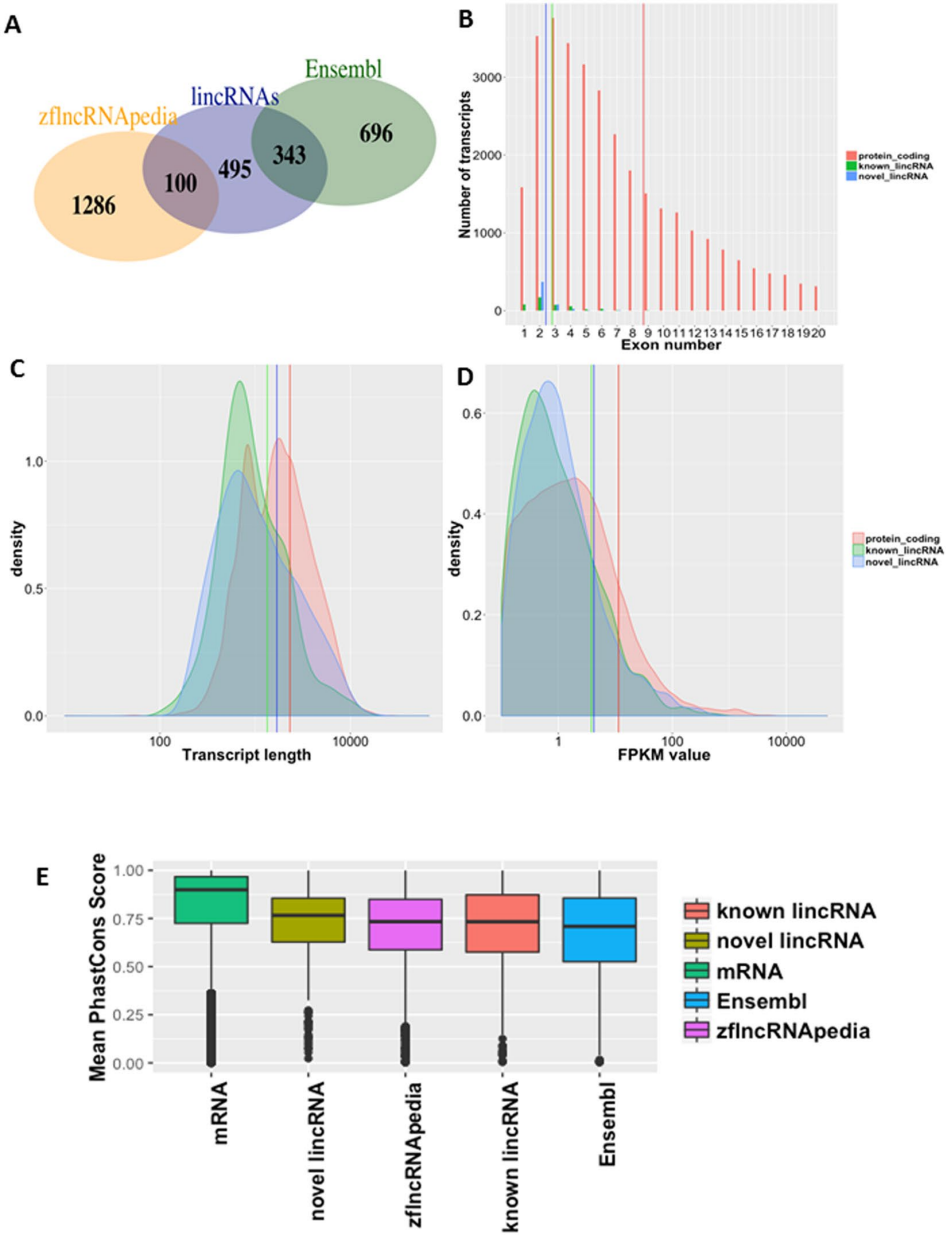
Zebrafish lincRNAs are shorter, less conserved, and expressed at lower levels than protein-coding genes. (**A**) Overlap among cardiac lincRNAs (dark blue) and other existing annotations: Ensembl (dark green), and zflncRNApedia (orange). Distribution of exon numbers (**B**), transcript length (**C**), expression level (**D**), and phastCons scores (**E**) for protein-coding genes, previously annotated lincRNAs, and novel lincRNAs in our RNA-seq dataset.

To assess the gene structure of lincRNAs reconstructed by our bioinformatics pipeline, we experimentally tested 5 randomly selected lincRNAs, including 2 novel predicted lincRNAs identified by our pipeline (TCONS_00022936 and TCONS_00000891) and 3 lincRNAs that overlap with known transcripts (TCONS_00048108, TCONS_00009015, and TCONS_00053013). We cloned all 5 lincRNAs from the zebrafish cardiac cDNA library and confirmed all exon junction regions via Sanger sequencing (Fig. 3A and Supplemental Figure 1). These data proved the fidelity of the gene structure of the lincRNA transcripts identified by our bioinformatics pipeline.

**Figure 3:**
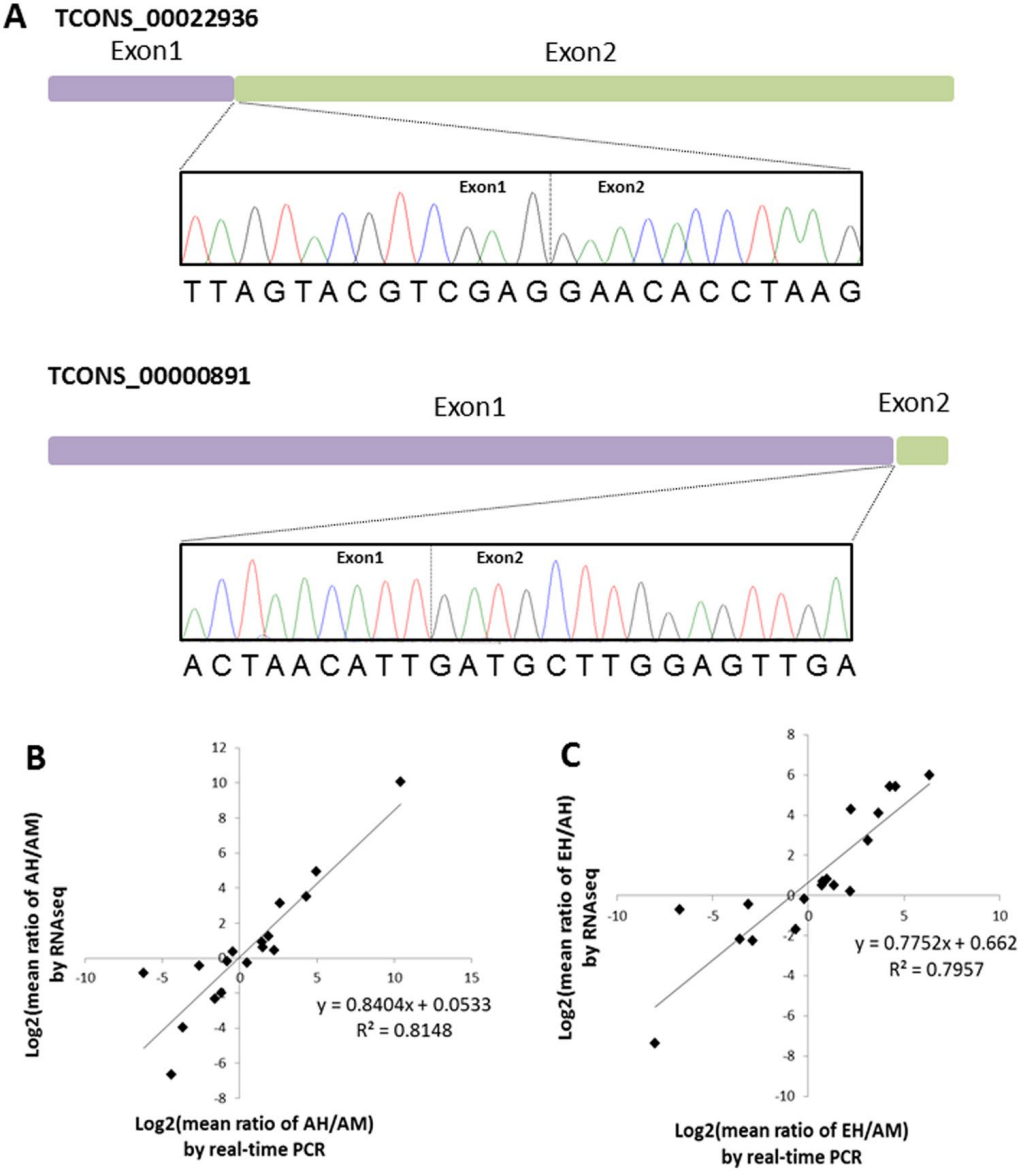
Validation of RNA-seq–predicted lincRNAs. (**A**) Sanger sequence validation of exon junction regions of 2 novel lincRNAs, TCONS_00022936 and TCONS_00000891. Sequence of TCONS_00000891 is shown in reverse complement form. (**B**) Quantitative real-time PCR validation of expressions of 17 lincRNAs between adult fish heart (AH) and adult fish muscle (AM). (**C**) Quantitative real-time PCR validation of expressions of 18 lincRNAs between embryonic fish heart (EH) and adult fish heart.

To assess the expression level of lincRNAs detected by our RNA-seq dataset, we used quantitative reverse-transcription polymerase chain reaction (qRT-PCR) with a selected set of 17 lincRNAs to compare their relative expression levels between adult heart and adult muscle. We observed a correlation coefficient of 0.81 between readouts from RNA-seq and qRT-PCR experiments (Fig. 3B). Similarly, comparing the relative expression levels of 18 lincRNAs between embryonic heart and adult heart resulted in a correlation coefficient of 0.79. These results proved the fidelity of the expression levels of the lincRNAs from our RNA-seq data set (Fig. 3C).

### Molecular and expression properties of zebrafish lincRNAs

Many genome-wide studies have demonstrated that lincRNAs are shorter, less conserved, and expressed at significantly lower levels than protein-coding genes^32, 42, 43^. Analyzing the structures, expression levels, and conservation of 938 lincRNAs in our RNA-seq dataset showed that these lincRNAs had fewer exons per transcript (2.8 exons for known lincRNAs; 2.4 exons for novel lincRNAs) than protein-coding transcripts (8.7 exons; Fig. 2B). The novel lincRNAs also exhibited a length density distribution similar to that of known lincRNAs (a mean length of 1,343 nt for known lincRNAs, and a mean length of 1,692 nt for novel lincRNAs), both of which are shorter than protein-coding transcripts (mean length, 2,324 nt) (Fig. 2C). 

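These structures could be recomputed for the 813 cardiac lincRNAs of Supplemental Table 1, of which 390 were known and 423 were unannotated, the paper's class of putative lincRNAs without an entry in Ensembl or zflncRNApedia. The remaining lincRNAs are not analysed here. The mean number of exons was 2.81 for the known and 2.37 for the unannotated cardiac lincRNAs, and 325 of the unannotated lincRNAs had 2 exons. All 73 cardiac lincRNAs with 1 exon were known. The mean length was 1404 nt for known lincRNAs (SD across lincRNAs, 1642 nt) and 1733 nt for unannotated lincRNAs (SD across lincRNAs, 1931 nt). The median lengths were 851.5 nt and 970.0 nt.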

Among the lincRNA transcripts with mean FPKM values higher than 0.1 in at least 1 of the 3 tissue types, lincRNAs were expressed at lower levels than protein-coding transcripts (on average, 8.7 FPKM for protein-coding transcripts, 3.8 FPKM for known lincRNAs, and 4.2 FPKM for novel lincRNAs; Fig. 2D). 

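Of the cardiac lincRNAs, 810 had a mean FPKM above 0.1 in at least 1 tissue type. Averaged over the 3 tissue types, the 389 known lincRNAs among them had a mean of 4.26 FPKM (SD between the means of the 3 replicate numbers, 0.393), and the 421 unannotated lincRNAs had a mean of 4.80 FPKM (SD, 0.175). The difference between known and unannotated lincRNAs was not distinguishable from chance in a two-sided permutation test across lincRNAs (p = 0.715 on the FPKM scale and p = 0.377 on the log2 scale). The medians were far lower than the means, at 0.538 FPKM for known and 0.614 FPKM for unannotated lincRNAs. The 10 lincRNAs with the highest expression, 5 of them known, made up 43.3% of the summed FPKM. Using the highest of the 3 tissue means in place of their average moved the means most among the settings that kept a mean over lincRNAs, to 7.43 FPKM for known and 8.36 FPKM for unannotated lincRNAs. Protein-coding transcripts are not analysed here as a class.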

Based on the phastCons scores, the conservation level of novel lincRNAs was similar to those of known lincRNAs in the Ensembl and zflncRNApedia databases^36^, which are substantially lower than those of protein-coding transcripts (Fig. 2E).

Because lincRNAs in the human genome are ubiquitously distributed across all chromosomes^44^ but have tissue-specific expression^32^, we investigated the genomic distribution of 938 lincRNAs and their expression patterns in the 3 muscular tissue types in zebrafish. These lincRNAs were distributed across all chromosomes in the zebrafish reference genome (Fig. 4A). 

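Of the 813 cardiac lincRNAs, 756 were placed on the 25 chromosomes of Zv9 and 57 on other sequences of the assembly. Chromosome 4 held the most, with 76 lincRNAs, and chromosome 17 the fewest, with 15. The median was 27 lincRNAs per chromosome. LincRNAs expressed in embryonic heart, in adult heart and in adult muscle were each found on all 25 chromosomes.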

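By mean FPKM above 0.1, 625 of the 813 cardiac lincRNAs were expressed in adult muscle and in at least 1 heart tissue, and 183 were expressed in heart and not in muscle. The 2-of-3-samples threshold of the Methods moved this number to 212. Requiring a mean above 1 FPKM gave 139 lincRNAs. Among the 212 lincRNAs listed as cardiac-specific in Supplemental Table 1, 121 had no muscle sample above 0.1 FPKM, 91 had 1 such sample, and 38 were listed at 0 in all 3 muscle samples. The median of their higher heart mean was 0.529 FPKM, and in 101 of them it was below 0.5 FPKM. In the limma comparison, 209 of these lincRNAs could be tested. Expression was higher in heart than in muscle at an adjusted p below 0.05 for 105 of them, with 76 higher in adult heart and 50 higher in embryonic heart. At an unadjusted p below 0.05, the number was 136. With the replicate number as a block, it was 92 at an adjusted p below 0.05.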

Overall, 601 lincRNAs were expressed in both heart and muscle tissues, and 212 lincRNAs displayed a putative enriched expression pattern in heart tissues but not muscle. Thus, we termed the 813 heart-expressed lincRNAs the *cardiac lincRNA catalog*. 

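Of the cardiac lincRNAs without a mean above 0.1 FPKM in muscle, 78 exceeded this mean in both heart tissues, 75 only in adult heart, and 30 only in embryonic heart. In addition, 117 were expressed in adult heart and muscle but not in embryonic heart, and 39 in embryonic heart and muscle but not in adult heart. All 3 tissue types shared 469 lincRNAs. The number found only in embryonic heart rose most, to 58, with a threshold of 0.5 FPKM.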

Among the 212 cardiac-specific lincRNAs, 99 were expressed only in the adult heart, and 43 were expressed only in the embryonic heart (Fig. 4B). Notably, 62 of the 99 adult heart-specific lincRNAs and 11 of the 43 embryonic heart-specific lincRNAs were novel (Fig. 4C and D). 

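By mean FPKM, 48 of the lincRNAs found only in adult heart were unannotated and 27 were known. Of those found only in embryonic heart, 5 were unannotated and 25 were known.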

The remaining 125 lincRNAs showed more enriched expression in the muscle tissue instead of in the cardiac tissue (Fig. 4B). Thus, approximately 36% of the lincRNAs (212 in the heart and 125 in the muscle) showed a tissue-enriched expression pattern.

**Figure 4:**
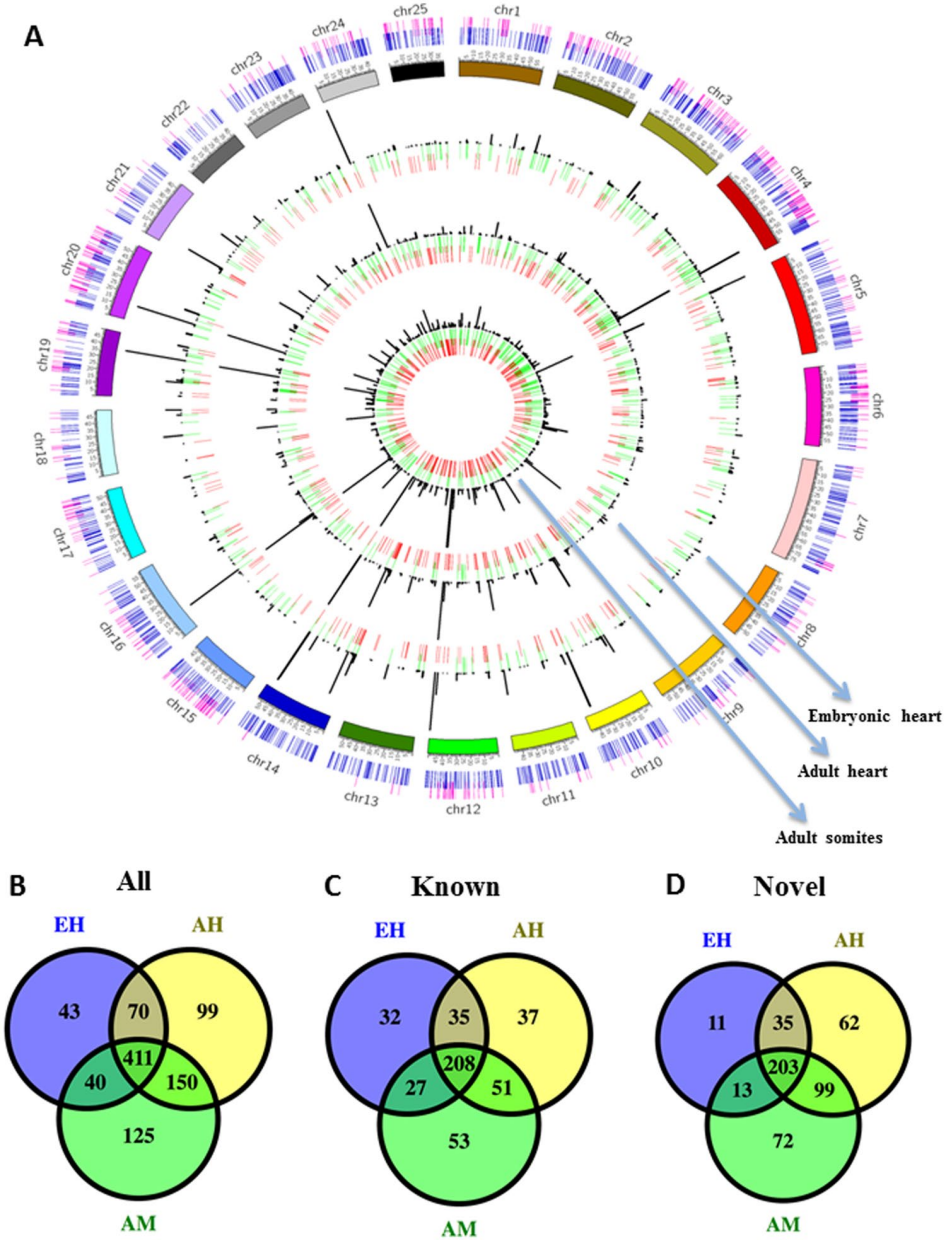
Overview of lincRNA distribution across the reference genome and different tissue types. (**A**) A ubiquitous distribution of cardiac lincRNAs in the zebrafish genome and spatiotemporal expression patterns (putative novel lincRNAs, red; annotated lincRNAs, green; the FPKM value (FPKM <50) for histogram). Also shown is the number of (**B**) all lincRNA transcripts; (**C**) known lincRNA transcripts; and (**D**) novel lincRNA transcripts expressed in 3 tissue types and their overlaps. AH, adult heart; AM, adult muscle; EH, embryonic heart.

### Analysis of embryonic heart-enriched lincRNAs

Among the 813 cardiac lincRNAs, 564 were expressed in the embryonic heart (i.e., mean FPKM value >0.1); of these, 302 (53.5%) were known (i.e., annotated in Ensembl or the zflncRNApedia database), and 262 (46.5%) were putative novel lincRNAs (Supplemental Table 1). 

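The mean FPKM exceeded 0.1 in embryonic heart for 616 cardiac lincRNAs, of which 316 (51.3%) were known and 300 (48.7%) were unannotated. Single embryonic heart samples had 533, 542, and 561 lincRNAs above this threshold. The count was 387 when all 3 samples had to exceed it, and it fell furthest, to 261, with a threshold of 1 FPKM.

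**Figure D1:**
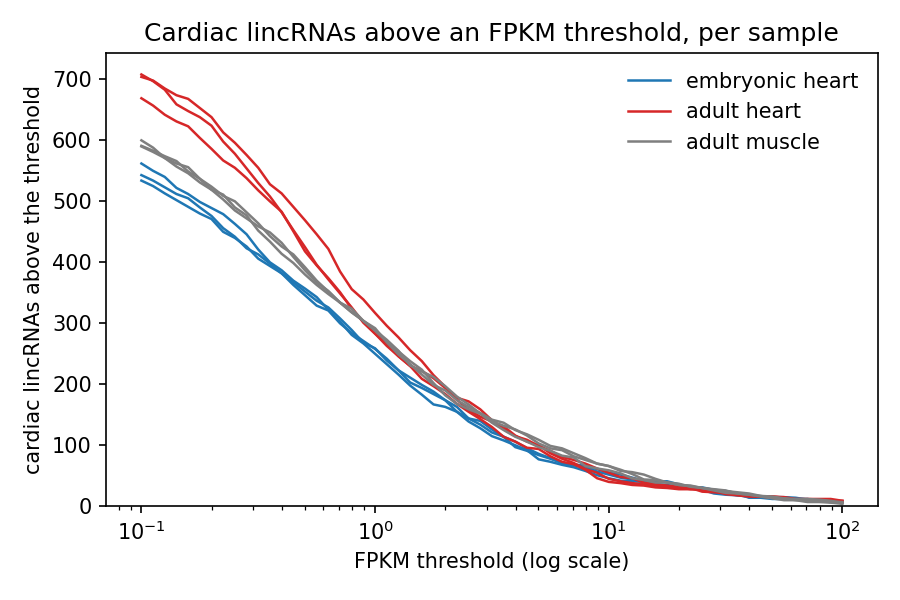
Number of the 813 cardiac lincRNAs (vertical axis) above an FPKM threshold (horizontal axis, log scale), with 1 line for each of the 9 samples, coloured by tissue type. At 0.1 FPKM the embryonic heart samples lie between 533 and 561 lincRNAs, below the adult muscle samples (589 to 599) and the adult heart samples (668 to 707).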

In the gene functional enrichment analysis by the Ingenuity Pathway Analysis (IPA) tool (http://www.ingenuity.com/), the neighboring protein-coding genes of embryonic heart-enriched lincRNAs were significantly enriched in development-related biological processes, such as embryonic development, organismal development, and tissue morphology (Supplemental Table 2). Since lincRNAs have a greater likelihood to be functionally associated with their nearest neighboring protein-coding genes^45, 46^, it is likely that these lincRNAs are also involved in same biological processes. 

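Supplemental Table 3 lists bidirectional lincRNAs, each with a protein-coding neighbour on the opposite strand. The 21 listed for embryonic heart all had a mean above 0.1 FPKM there, between 0.144 and 24.9 FPKM with a median of 0.792 FPKM, and 3 of them were unannotated. The mean was higher in embryonic heart than in adult muscle for 14 of them. In the limma comparison with Benjamini-Hochberg adjustment, 6 were higher and 2 were lower in embryonic heart than in muscle.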

Notably, 21 embryonic heart-enriched lincRNAs were bidirectional lincRNAs (Supplemental Table 3). Based on a gene set analysis (GSA) between embryonic heart-enriched lincRNAs and functional gene sets associated with heart development and disease (Supplemental Table 4), the embryonic heart-enriched lincRNAs were significantly associated with mitogen-activated protein kinase (MAPK) signaling, heart function, heart contraction, and sarcomere organization (Fig. 5A).

**Figure 5:**
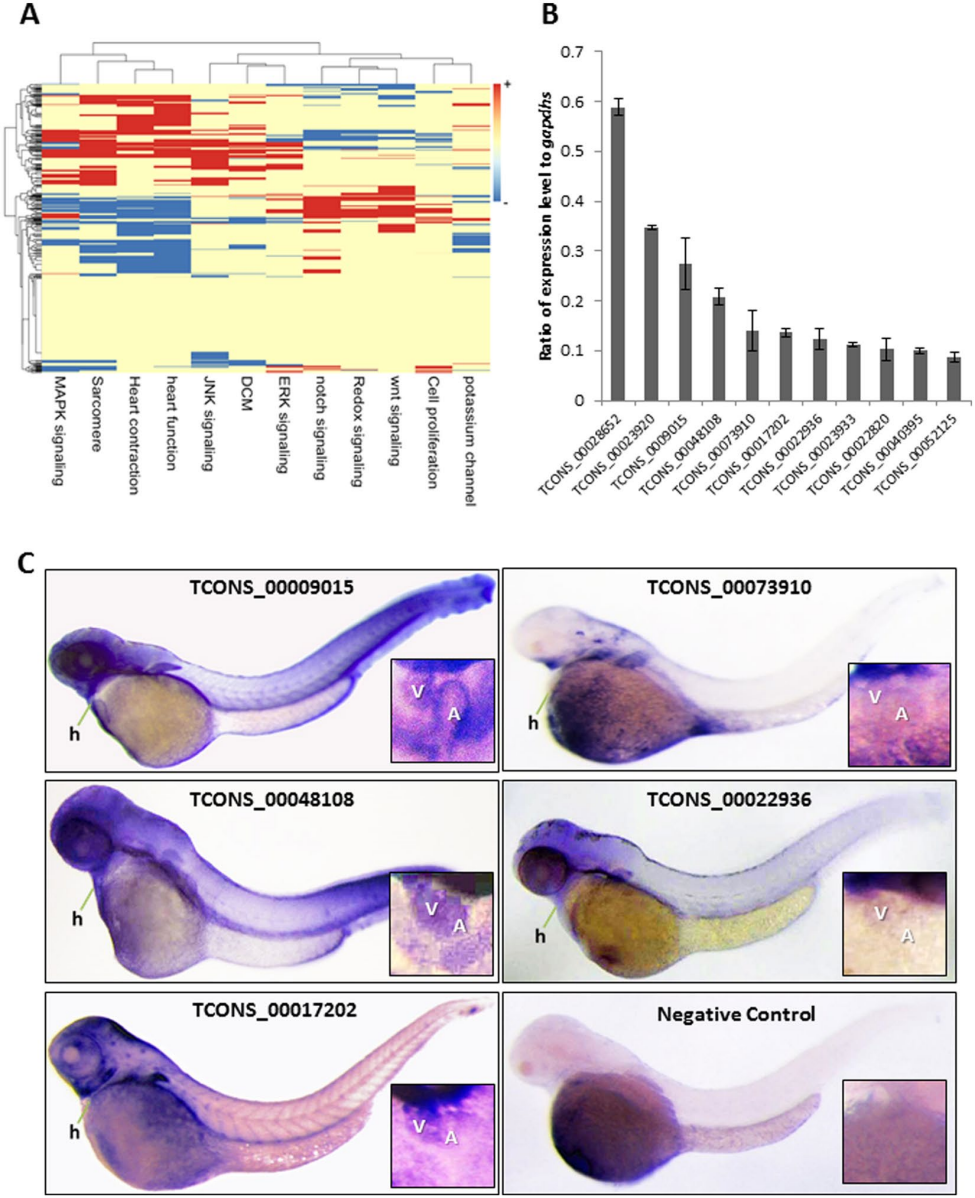
Analysis of embryonic heart–enriched lincRNAs. (**A**) Expression-based association matrix of 564 embryonic heart–enriched lincRNA transcripts (rows) and functional gene sets (columns). Red, positive correlation; blue, negative correlation; yellow, no correlation. (**B**) Expression of embryonic heart-enriched lincRNAs, as revealed by Quantitative real-time PCR. *gapdhs* (FPKM = 127) was used as reference gene. Means ± S.D. N = 3. (**C**) Validation of 5 selected lincRNAs with high embryonic cardiac expression by *in situ* hybridization at 2-days post fertilization (2 dpf), and negative control is a lincRNA candidate with low FPKM in embryonic heart. A, atrium; h, heart; V, ventricle.

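An FPKM above 25 in each of the 3 embryonic heart samples was found for 19 cardiac lincRNAs. They included all 11 lincRNAs of Fig. 5B, whose means ranged from 32.7 FPKM for TCONS_00073910 to 221 FPKM for TCONS_00048108. The means of the other 8 ranged from 34.1 to 117 FPKM. TCONS_00009015 had 184 ± 9.31 FPKM (SD, n = 3) in embryonic heart. A mean above 25 FPKM, without the condition on each sample, was found for 28 lincRNAs. Of the 19 lincRNAs, 18 had a mean above 1 FPKM in adult muscle, and 5 had a higher mean in muscle than in embryonic heart.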

For the 11 lincRNAs with the highest expression levels in embryonic heart (i.e., mean FPKM value >25 in all 3 biological replicates), their expression levels were between 10% and 60% of that of *gapdhs*, a housekeeping gene with an average FPKM of 127 in embryonic heart^47^ (Fig. 5B). In whole-mount *in situ* hybridizations targeting these lincRNAs, cardiac expression was confirmed for 5 lincRNAs in both the atrium and ventricle of 2dayspostfertilization (dpf) embryos. Instead of a cardiac or muscle restricted expression pattern, these lincRNAs were also expressed in other tissues, including brain, muscle, pectoral fin, and tail (Fig. 5C). Dynamic expression was noted for some lincRNAs during embryogenesis. For example, longitudinal studies of TCONS00009015 revealed no cardiac expression at 1 dpf, weak cardiac expression at 2 dpf, and strong cardiac expression at 4 dpf (Supplemental Figure 2).

### Analysis of adult heart-enriched lincRNAs

In adult zebrafish heart, 730 lincRNAs had detectable expression levels (i.e., mean FPKM value >0.1); of these, 331 (45.3%) were known, and 399 (54.7%) were putative novel lincRNAs (Supplemental Table 1). 

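A mean FPKM above 0.1 in adult heart was found for 739 cardiac lincRNAs, of which 338 (45.7%) were known and 401 (54.3%) were unannotated. With a threshold of 1 FPKM, the number was 287.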

In the gene functional enrichment analysis (i.e., IPA) of adult heart-enriched lincRNAs, the neighboring protein-coding genes of these lincRNAs were significantly enriched in basic biological processes, such as RNA postmodification and cardiovascular system development and function (Supplemental Table 2). 

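The 29 bidirectional lincRNAs that Supplemental Table 3 lists for adult heart had means between 0.102 and 19.3 FPKM there, and 6 were unannotated. The lincRNA with the highest mean was TCONS_00069379. The mean was higher in adult heart than in adult muscle for 19 of them, and 1 was listed at 0 in all muscle samples. In the limma comparison with Benjamini-Hochberg adjustment, 5 were higher and 2 were lower in adult heart than in muscle.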

Notably, 29 of the adult heart-enriched lincRNAs were bidirectional lincRNAs (Supplemental Table 3). Based on a GSA between adult heart-enriched lincRNAs and functional gene sets associated with heart development and disease, the adult heart-enriched lincRNAs were associated not only with MAPK signaling, heart function, heart contraction, and sarcomere organization, but also with extracellular signal-regulated kinase (ERK) signaling, c-Jun N-terminal protein kinase (JNK) signaling, and dilated cardiomyopathy (DCM) (Fig. 6A).

**Figure 6:**
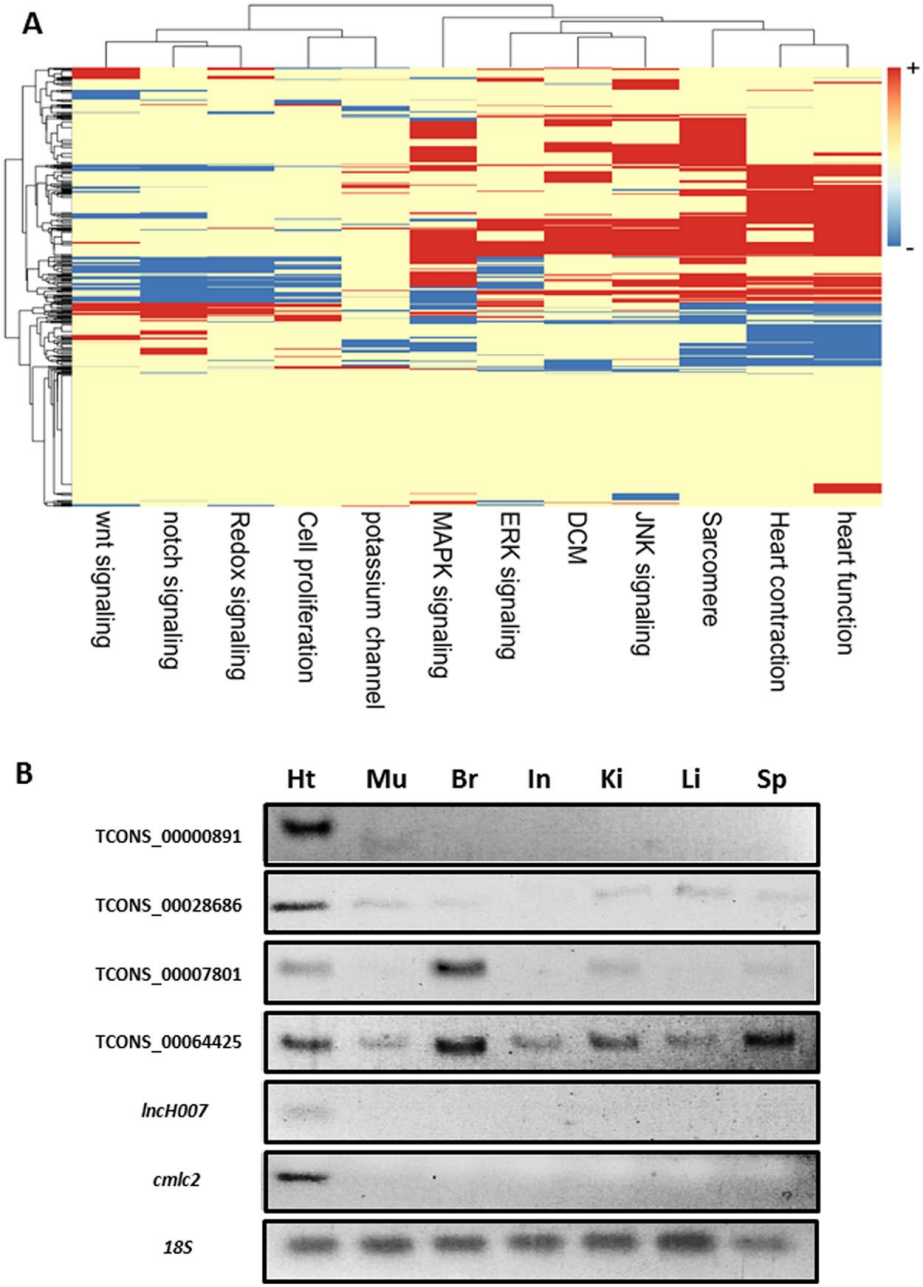
Analysis of adult heart–enriched lincRNAs. (**A**) Expression-based association matrix of 730 adult heart–enriched lincRNA transcripts (rows) and functional gene sets (columns). Red, positive correlation; blue, negative correlation; yellow, no correlation. (**B**) Tissue-specific expression pattern of adult heart-enriched lincRNAs across 7 tissues. Semi-quantitative RT-PCR of adult cardiac–enriched lincRNAs in 7 fresh tissue samples. PCR products were electrophoresed in 3% agarose gel. 18 S served as internal control and *lncH007* and *cmlc2* served as cardiac-specific positive controls. Br, brain; Ht, heart; In, intestine; Ki, kidney; Li, liver; Mu, muscle; Sp, spleen. Gel images are cropped around 100 bp-300 bp region. Product size information is listed in Supplemental Table 8.

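Adult heart and adult muscle differed in 14301 transcripts at an adjusted p below 0.05 in limma and a ratio of mean FPKM above 2. Of these, 6635 were higher in adult heart and 7666 were higher in muscle. Among the cardiac lincRNAs, 121 were higher and 82 were lower in adult heart. The strictest setting, an adjusted p below 0.01, left 8724 transcripts and 70 lincRNAs higher in adult heart. The samples of the 2 tissue types did not overlap for 231 cardiac lincRNAs with higher and 168 with lower expression in adult heart, where chance gives 10% of lincRNAs for both directions together. With the replicate number as a block, 12886 transcripts differed and 110 cardiac lincRNAs were higher in adult heart. The mean correlation of the deviations from the tissue means was 0.016 for same-numbered and -0.008 for other samples of these tissue types. The largest rise among the cardiac lincRNAs on the log2(FPKM + 0.1) scale was that of TCONS_00000540 on the unplaced sequence Zv9_NA427. By ratio of means, and with a pseudocount of 0.01, TCONS_00028686 rose more. TCONS_00000540 had 191 ± 3.07 FPKM (SD, n = 3) in adult heart and 0.267 ± 0.109 FPKM (SD, n = 3) in muscle.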

We selected 21 lincRNAs with the highest expression ratios between adult heart and adult muscle for downstream experimental validation. 

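The 21 entries of Supplemental Table 5 stand for 18 different lincRNAs. Their ratios of mean FPKM between adult heart and adult muscle ran from 1408 for TCONS_00028686 to 1.37 for TCONS_00052125, with a median of 5.23. In all 18, every adult heart sample was higher than every muscle sample. The adjusted p from limma with Benjamini-Hochberg adjustment was below 0.05 for 17 of them, and TCONS_00052125 was the exception (adjusted p = 0.202). Its log2 fold change was 0.442. After quantile normalization it was 0.616 (adjusted p = 0.0366, same test), while under the other alternatives the adjusted p stayed above 0.05. TCONS_00000891, on the sequence Zv9_NA650 from 30002 to 35652, had 2.29 ± 0.478 FPKM (SD, n = 3) in adult heart and 0.0230 ± 0.0119 FPKM (SD, n = 3) in muscle. Its log2 fold change was 4.27 (standard error 0.443, adjusted p = 0.000191, same test). For TCONS_00007801 the log2 fold change was 3.96 (adjusted p = 6.11e-06), for TCONS_00064425 it was 1.99 (adjusted p = 0.00195), and for TCONS_00022820 it was 1.23 (adjusted p = 0.00129, same test for each). Another 36 cardiac lincRNAs outside Supplemental Table 5 had a mean above 1 FPKM in adult heart, an adjusted p below 0.05 in this test, and either a ratio above the median of the table or no muscle expression listed.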

The FPKM ratios of these lincRNAs between the heart and muscle groups ranged from 1,071 to 1.3 (Supplemental Table 5). We determined the expression levels of these lincRNAs in 7 adult zebrafish tissues—heart, muscle, brain, intestine, kidney, liver, and spleen—using semi-quantitative PCR. Tissue-specific expression patterns were found for several candidates. TCONS_00000891 was only expressed in heart, similar to the cardiac-restricted expression patterns of *lncH007*, a known cardiac lincRNA, and *regulatory myosin light chain* (*cmlc2*), a known cardiac gene^48^ (Fig. 6B). TCONS_00028686 was expressed predominantly in heart rather than the other tissue types; TCONS_00040108 was expressed in heart, brain, and kidney; TCONS_00022820 was expressed in heart and spleen; TCONS_00007801 was expressed in heart and brain; and TCONS_00064425 was expressed in heart, brain, kidney, and spleen (Fig. 6B and Supplemental Figure 3).

### Analysis of fetal lincRNAs

In the cardiac transcriptome, a subgroup of developmentally active genes, dubbed the *fetal gene program*, is particularly interesting. These genes are characterized by differential expression between embryonic and adult hearts. It is hypothesized that many of these quiescent genes have important roles during cardiac diseases, especially those that are reactivated during pathogenesis upon stress. Similar to the fetal gene program, the fetal lincRNA program has been explored recently in mouse models^49^. 

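Between adult and embryonic heart, 13419 transcripts differed at an adjusted p below 0.05 in limma and a ratio of mean FPKM above 2. Of these, 8423 were higher in adult heart and 4996 were higher in embryonic heart. Among the 810 cardiac lincRNAs tested, 246 had an adjusted p below 0.05, with 174 higher in adult and 72 higher in embryonic heart, and 382 had an unadjusted p below 0.05. A ratio of at least 4 together with an adjusted p below 0.05 was met by 194 lincRNAs, 55 higher in embryonic heart and 139 higher in adult heart. With the test on quantile-normalized values and the ratios still from the deposited values, these 2 counts were 63 and 111. Those of all transcripts were then 6184 and 6791. After median-ratio rescaling, which also entered the ratios, the counts were 53 and 140, and 4734 and 8672. An adjusted p below 0.01 lowered the count most, to 103. Without a test, which raised it most, 331 lincRNAs had such a ratio. These 331 included all 51 lincRNAs that Supplemental Table 6 lists as fetal. Of those 51, 46 met both conditions, and 148 lincRNAs outside the table did so too. With the adjustment made over the 51 alone, which were chosen on these data and so show no stability, all 51 had an adjusted p below 0.05. The samples of the 2 heart tissues did not overlap in any of the 51. Across the cardiac lincRNAs, no overlap was found for 279 with higher and 113 with lower expression in adult heart, where chance gives 10% for both directions together.
The paper defines the fetal lincRNA program by such a difference between embryonic and adult heart, by analogy with the fetal gene program, and calls the lincRNAs that meet the definition putative fetal lincRNAs.

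**Figure D2:**
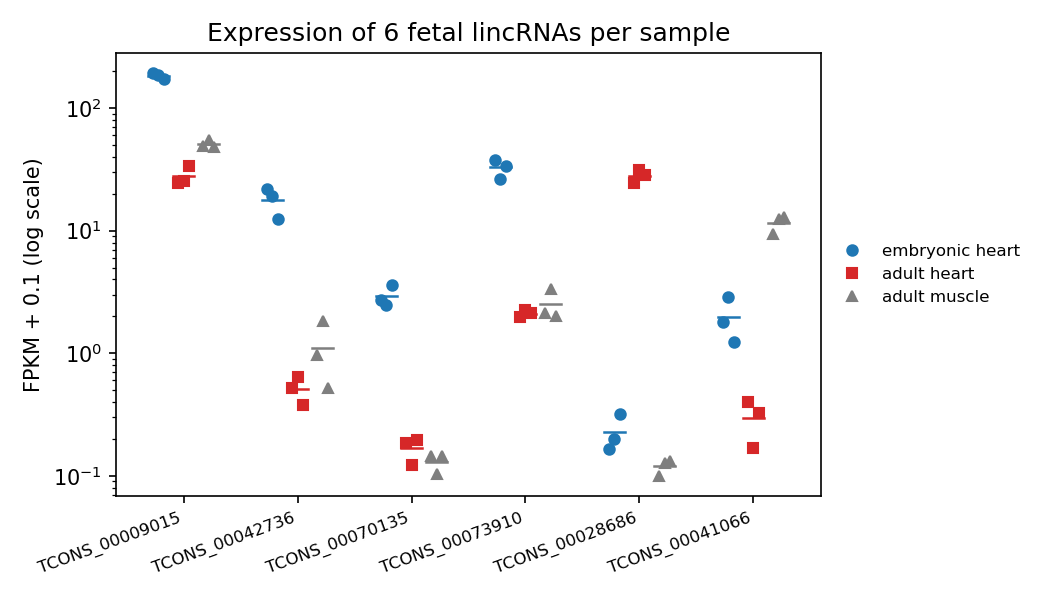
FPKM + 0.1 (vertical axis, log scale) of 6 fetal lincRNAs in each of the 3 samples of embryonic heart, adult heart, and adult muscle. Points stand for samples and lines for the mean. TCONS_00028686 is higher in adult heart than in embryonic heart, and the other 5 lincRNAs are lower.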

Using our definition of the fetal lincRNA program in a zebrafish heart (i.e., the lincRNA expression level is at least 4-fold different between embryonic heart and adult heart^50^), we identified 51 fetal lincRNAs (Supplemental Table 6). To investigate biological processes associated with these putative fetal lincRNAs, we did a GSA between fetal lincRNAs and all 8047 biological processes in the ZebrafishMine database (http://www.zebrafishmine.org/). However, only few biological processes showed correlation relationship with fetal lincRNAs (Supplemental Figure 4). To further investigate whether these putative fetal lincRNAs are associated with cardiac-remodeling biological processes, we manually collected a list of biological processes associated with heart development and diseases (Supplemental Table 4) and performed a GSA between the expression level of fetal lincRNAs and that of genes in these biological processes. The expression level of most fetal lincRNAs was positively or negatively correlated with our manually curated heart-related biological processes, including MAPK signaling, heart function, heart contraction, potassium channel, sarcomere functional gene sets, and the notch signaling gene set (Fig. 7A).

**Figure 7:**
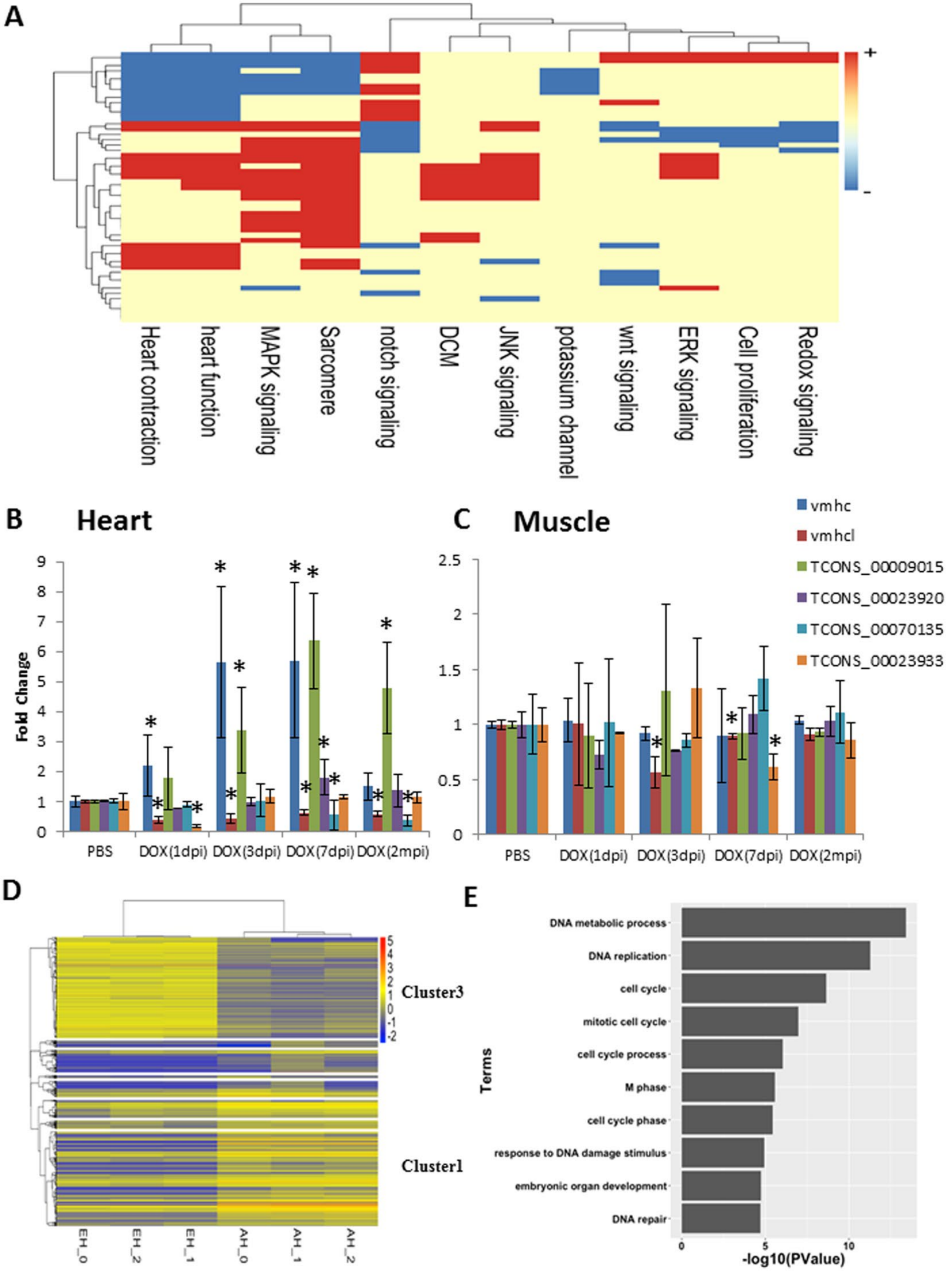
Analysis of fetal lincRNAs. (**A**) Expression-based association matrix of 51 fetal lincRNA transcripts (rows) and functional gene sets (columns). Red, positive correlation; blue, negative correlation; yellow, no correlation. Expression of fetal lincRNAs upon DOX stress in adult heart and muscle. Quantification of expression level change of lincRNAs upon DOX stress in the heart (**B**) and in the muscle (**C**). Means ± S.D. N = 5. *P < 0.05 compared to control (PBS) group. Ratio of *vmhc* to *vmhcl* served as cardiac remodel marker. (**D**) K-means clustering for all differentially expressed transcripts including protein-coding transcripts and lincRNAs. (**E**) Gene functional enrichment analysis of protein-coding genes in Cluster 3 suggested that fetal lincRNAs (all grouped into Cluster 3) were significantly enriched in several biological processes including DNA metabolic processes, DNA replication, and cell cycle (FDR <0.01).

To identify fetal lincRNAs that can be reactivated under cardiac stress, we investigated the expression change of 15 fetal lincRNAs with higher expression levels in embryonic heart in an established DOX-induced cardiomyopathy (DIC) model in zebrafish^51^. Four fetal lincRNAs exhibit changes of expression upon DOX stress, while other 11 fetal lincRNAs remain unchanged. TCONS_00009015 was activated by at least 4-fold upon DOX stress at 1 day post injection (dpi), which remained highly expressed until 2 months post injection. TCONS_00023920 was only induced temporarily at 1 week after the DOX injection. By contrast, expression of TCONS_00070135 started to decrease at 7 dpi of DIC, and expression of TCONS_00023933 was reduced at 3 dpi and recovered at later time (Fig. 7B). We did not observe similar inductions in the muscle, which suggests that the transcriptional activation is specific to cardiac stress induced by DOX (Fig. 7C).

Unsupervised K-means clustering for all differentially expressed transcripts (i.e., protein-coding transcripts and lincRNAs) showed that all 16 fetal lincRNAs that were highly expressed in embryonic heart were grouped into Cluster 3, whereas 25 of the 35 (71%) lincRNAs that were highly expressed in adult heart were in Cluster 1 (Fig. 7D). 

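K-means clustering was repeated on the 13419 transcripts called different between the hearts, using log2(FPKM + 0.1) values of the 6 heart samples centred per transcript. Among 2 to 8 clusters, the average silhouette width was largest for 2 clusters, at 0.626. Cluster numbers are arbitrary and do not match those of Fig. 7D. One cluster held 4996 transcripts with all 16 fetal lincRNAs higher in embryonic heart. The other held 8423 transcripts with the 30 fetal lincRNAs higher in adult heart that had been called and so could be clustered. With these 2 clusters of centred values, all 13419 transcripts were on the side of their direction of difference, so the division restates that direction. With 6 clusters, the lincRNAs higher in embryonic heart fell into 3 clusters (10, 5, and 1 lincRNAs). Those higher in adult heart also fell into 3 clusters (17, 12, and 1 lincRNAs). With log10 values that were not centred, 10 of the lincRNAs higher in embryonic heart shared a cluster of 4401 transcripts. The other cluster, of 9018 transcripts, held 25 of those higher in adult heart. Such values keep the level of each transcript, so this division need not follow the direction of difference.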

Gene functional enrichment analysis of the protein-coding genes in Cluster 3 by the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8^52^ suggested that the transcripts in Cluster 3 were significantly enriched in several biological processes, including DNA metabolic processes, DNA replication, and cell cycle (false discovery rate [FDR] <0.01; Fig. 7E). In contrast, as shown by IPA network enrichment analysis, the transcripts in Cluster 1 are significantly involved in various biological functions, including cardiac hypertrophy, cardiovascular disease, and developmental disorders, which suggest that the lincRNAs highly expressed in adult heart are involved in similar biological processes (Supplemental Table 2).

## Discussions

To systematically identify and characterize the lincRNAs associated with heart development and cardiac diseases, we generated a reference catalog of 813 cardiac lincRNAs in the zebrafish model by integrating RNA-seq data from 3 tissues with publicly available transcript annotations. In all, 423 (52%) of the transcripts in the cardiac catalog are novel lincRNAs identified using our RNA-seq dataset. Characterizing these lincRNAs via structural, expression, and evolutionary analyses indicated that cardiac lincRNAs share similar features with other lincRNA annotations in the public domain. Our cardiac lincRNA catalog will shed new light on future experimental and computational studies investigating lincRNA function in heart-associated biological processes and disease mechanisms.

Similar genome-wide lncRNA studies in the heart have been conducted recently in human, mouse, and zebrafish. Using RNA-seq, Chunjiang *et al*. identified the contrasting coordination of *cis*- and *trans*- molecular regulation through lncRNAs expressed in human fetal and adult hearts^50^. Scot *et al*. used comprehensive quantitative RNA-seq data from mouse hearts, livers, and skin cells to identify both cardiac-expressed and cardiac-specific lncRNAs^53^. Kriti *et al*. combined RNA-seq with computational analysis to identify tissue-restricted lncRNA signatures in the heart, liver, muscle, brain, and blood of adult zebrafish^48^. Compared with these studies, our study on zebrafish cardiac lincRNAs is unique in several ways. First, we focused on lincRNAs because their specific genomic locations facilitate downstream experimental manipulation and computational analysis. Our independent experimental validation, which included Sanger sequencing, qRT-PCR, *in situ* hybridization, and DOX stress experiments, suggested that our cardiac lincRNA catalog is a high-quality lincRNA set that will facilitate experimental studies and further functional classification of these lincRNAs, some of which might serve as key regulators in biological processes involved in cardiac diseases. Second, we used more comprehensive reference annotation resources, including RefSeq, Ensembl, and zflncRNApedia, to identify the known lincRNAs expressed in our dataset, which helped improve the accuracy of our lincRNA identification. Third, we developed an integrative yet conservative bioinformatics filtering workflow that enabled us to identify new cardiac lincRNAs by generating a high-confidence cardiac lincRNA catalog. Cardiac lncRNA studies in mouse^53^ and human^50^ have focused only on known lncRNAs, which constitute only a small subset of lncRNAs^14^. Kriti *et al*. identified both known and novel lncRNAs from 5 different tissues of adult zebrafish. In contrast, our study used a more comprehensive and stringent bioinformatics filtering strategy to identify putative cardiac lincRNAs, several of which were further independently confirmed by biological experiments. Finally, we identified several novel lincRNAs expressed specifically in heart tissues. Among the 813 cardiac lincRNAs, 564 were expressed in embryonic heart, and 730 were expressed in adult heart. We also identified 16 fetal lincRNAs with much higher expression levels in embryonic heart than adult heart and 35 fetal lincRNAs with much higher expression levels in adult heart than embryonic heart. 

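Of the 16 lincRNAs, all were among those called higher in embryonic heart, with ratios of mean FPKM from 4.04 to 43.0 and a median of 8.81 FPKM in embryonic heart. Of the 35 lincRNAs, 30 were called higher in adult heart, and the median of all 35 was 0.914 FPKM in adult heart. In embryonic heart, 22 of the 35 were listed at 0 in all 3 samples, so no ratio could be formed for them. Their adult heart means lay between 0.287 and 2.62 FPKM, which was estimated to stand for at least 16.8 fragments over the 3 samples (median, 37.2). The ratios of the other 13 were between 4.14 and 217. The log2 fold change of adult against embryonic heart was -5.12 for TCONS_00042736 (adjusted p = 0.000188 from limma with Benjamini-Hochberg adjustment) and -4.16 for TCONS_00070135 (adjusted p = 0.00025, same test). It was -3.95 for TCONS_00073910 (adjusted p = 2.64e-05, same test).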

Specifically, TCONS_00000891 was expressed only in heart but not in other organs, whereas TCONS_00009015 was a unique fetal lincRNA that might play important biological roles after cardiac stresses, similar to known cardiac-remodeling hallmarks, such as the ratio between *ventricular myosin heavy chain* (*vmhc*) and *ventricular myosin heavy chain-like* (*vmhcl*), functional zebrafish orthologues for human genes *myosin heavy chain 6* (*MYH6*) and *MYH7* (Fig. 7)^35^. In contrast with *mhrt*, a cardiac protective ncRNA that is also an antisense transcript of *MYH7* ^54^, the location of TCONS_000009015 does note overlap with the loci of either *vmhc* or *vmhcl* on the zebrafish genome, indicating that it might be involved in cardiac remodeling process via a different mechanism. 

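TCONS_00009015 is listed on chromosome 10 of Zv9 from 40425286 to 40428910, with 6 exons and a length of 1521 nt, and is annotated as lnc_rps25_1. Its mean in adult heart was 27.8 ± 5.20 FPKM (SD, n = 3), below that of 50.7 ± 3.36 FPKM (SD, n = 3) in adult muscle. The log2 fold change of adult against embryonic heart was -2.73 (standard error 0.155, adjusted p = 1.76e-05 from limma with Benjamini-Hochberg adjustment). With each heart sample left out in turn it stayed between -2.88 and -2.64. The loci of vmhc and vmhcl are not analysed here.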

Further investigation of these cardiac lincRNAs is warranted and might lead to the discovery of novel disease biomarkers or targets for therapeutic intervention.

Mechanistically, lincRNAs can regulate gene expression in both *cis* and *trans* manners^32^. For instance, lincRNAs have been shown to perform *cis*-acting regulation of target genes located at or near the same genomic locus in human heart^50^. Mammalian lincRNAs are enriched near protein-coding genes encoding for transcription factors and genes involved in nervous system development^55–57^. The neighboring genes of zebrafish lincRNAs have also been found to be enriched in transcriptional processes^43^. In the present study, the neighboring genes of zebrafish lincRNAs from all 3 tissues were enriched in transcription regulatory processes: “transcription regulator activity” (GO:0030528) and “transcription factor activity” (GO:0003700). We found that the neighboring genes of cardiac-specific lincRNAs are enriched in muscle component categories, such as troponin complex and striated muscle thin filament. 

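The bidirectional lincRNAs of both heart lists of Supplemental Table 3 make up 32 different lincRNAs, of which 9 are also listed as cardiac-specific in Supplemental Table 1. Of these 9 lincRNAs, 3 were unannotated, and 1 was listed at 0 in all 3 muscle samples. The higher of their heart means lay between 0.137 and 19.3 FPKM, with a median of 0.825 FPKM. In limma, 3 of the 9 were higher in a heart tissue than in muscle at an adjusted p below 0.05.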

Among these cardiac-specific lincRNAs, 9 are bidirectional lincRNAs located within 1,000 bases of a neighboring protein-coding gene on the opposite strand. LincRNAs of this specific subclass have been shown to serve as bidirectional promoters for neighboring protein-coding genes^58, 59^. 

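TCONS_00016569 lies on chromosome 12 of Zv9 from 29259419 to 29274918 and has 2 exons. It had 1.10 ± 0.385 FPKM (SD, n = 3) in adult heart, 0.607 ± 0.533 FPKM (SD, n = 3) in embryonic heart, and 0.0631 ± 0.0692 FPKM (SD, n = 3) in adult muscle. The log2 fold change of adult heart against muscle was 2.92 (standard error 0.882, adjusted p = 0.0447 from limma with Benjamini-Hochberg adjustment). The adjusted p rose above 0.05 with each of the 6 samples left out in turn, up to 0.137.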

Within this subclass, TCONS_00016569 is a novel bidirectional lincRNA, and its counterpart protein-coding gene, *cacna1g*, is involved in calcium channel activity based on GO annotation. TCONS_00014804 is a known lincRNA (ENSDART00000152911) with an unknown function, and its counterpart protein-coding gene, *Zcchc4*, is associated with methyltransferase activity based on GO annotation. Thus, our cardiac lincRNA catalog should facilitate the generation of new hypotheses regarding the potential roles of these lincRNAs in cardiac processes and disease mechanisms.

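TCONS_00014804 lies on chromosome 12 of Zv9 from 24019465 to 24020476, with 3 exons and a length of 306 nt. It had 0.679 ± 0.622 FPKM (SD, n = 3) in embryonic heart, with 1 sample listed at 0, and 0.0733 ± 0.127 FPKM (SD, n = 3) in adult muscle. The difference was not distinguishable from the spread between samples (log2 fold change 1.75, adjusted p = 0.229 from limma with Benjamini-Hochberg adjustment). That result depended on 1 sample. Without embryonic heart replicate 0, the log2 fold change was 2.90 (adjusted p = 0.0194, same test). With any other sample left out, the adjusted p stayed above 0.05, up to 0.486.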

In addition to *cis* effects, lincRNAs have also been shown to primarily regulate gene expression in *trans* by loss-of-function studies of hundreds of lincRNAs expressed in mouse embryonic stem cells^19^. Based on the “guilt-by-association” rule^56, 60^, we observed that some cardiac lincRNAs were coexpressed with several heart-associated functional gene sets (Supplemental Table 4), which indicates that cardiac-specific lincRNAs are associated with heart development and regulation and may be potential regulators in heart diseases. Hierarchical clustering analysis of differentially expressed transcripts (including both lincRNAs and protein-coding transcripts) showed that most fetal lincRNAs were grouped into Clusters 1 and 3 with protein-coding transcripts that are significantly enriched in several biological processes, including DNA metabolic processes, DNA replication, and cell cycle (Fig. 7D and E). Thus, these cardiac lincRNAs may exert their functions by participating in biological processes similar to those of their coexpressed protein-coding partners. 

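TCONS_00028686 lies on chromosome 16 of Zv9 from 18902010 to 18907533 and has 2 exons. It had 27.9 ± 3.38 FPKM (SD, n = 3) in adult heart, 0.129 ± 0.0822 FPKM (SD, n = 3) in embryonic heart, and 0.0198 ± 0.0174 FPKM (SD, n = 3) in adult muscle, where 1 sample was listed at 0. The log2 fold change was 6.99 against embryonic heart (standard error 0.340, adjusted p = 7.83e-06 from limma with Benjamini-Hochberg adjustment) and 7.87 against muscle (adjusted p = 1.22e-06, same test).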

For instance, TCONS_00028686 in Cluster 1 had high expression in adult heart, and its genomic location overlaps with that of *lncH_009*, a known lincRNA with expression only in the adult heart in zebrafish^48^. Although the detailed function of TCONS_00028686 is not known, it shares a similar expression pattern with homeobox-containing genes, which implies that it could be involved in similar biological processes.

Despite their evolutionary distance, orthologues for zebrafish lincRNAs can be found in humans and mice^30^. Using multispecies genome alignments, we identified 72 human orthologous regions for 65 zebrafish lincRNAs and 67 mouse orthologous regions for 57 zebrafish lincRNAs (Supplemental Table 7). Among these orthologous regions, 14 human orthologous regions have annotations in human GENCODE (Release 19), and 11 mouse orthologous regions have annotations in mouse GENCODE (Release M1). 

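TCONS_00071932 (ENSDART00000157315) lies on chromosome 3 of Zv9 from 15684858 to 15688217. It had 0.480 ± 0.244 FPKM (SD, n = 3) in embryonic heart, 0.133 ± 0.0584 FPKM (SD, n = 3) in adult heart, and 0.955 ± 0.160 FPKM (SD, n = 3) in adult muscle.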

Notably, the lincRNA TCONS_00071932 mapped to the human lincRNA LINC00672. Low-level conservation across different organisms may be attributable to the importance of transcription from a specific genomic location, reduced selective pressure on the primary sequence of ncRNAs, or the rapid evolution of new functions. Our analysis was limited by the available transcript annotations in other species, which will be improved as more transcriptomes are sequenced in other organisms in the future.

In summary, our study provides a high-confidence catalog of cardiac lincRNAs in the zebrafish model, laying a solid foundation for future studies. First, changes in these cardiac lincRNAs during the pathogenesis of different cardiac disease models can be examined and reveal candidate lincRNAs that play vital roles during pathogenesis. Second, the specific functions of promising lincRNAs must be elucidated via loss-of-function and gain-of-function studies. We anticipate that these future studies will significantly improve our understanding of the biological functions of cardiac lincRNAs.

## Materials and Methods

### Zebrafish husbandry

Wild-type WIK zebrafish (Danio rerio) were maintained under a 14-hour light/10-hour dark cycle at 28.5 °C. This study was approved by the Mayo Clinic Institutional Animal Care and Use Committee (A17515). All study procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals^61^.

### RNA-seq dataset

We used the RNA sequencing (RNA-seq) dataset from our previous study^35^ for zebrafish cardiac transcriptome reconstruction. Nine biological samples from 3 groups (3 samples of adult heart tissue, 3 samples of adult muscle tissue, and 3 samples of embryonic heart tissue) were sequenced using the HiSeq 2000 platform (Illumina, San Diego, CA, USA) with a 50-bp pair-end sequencing protocol in the Mayo Clinic DNA Sequencing Core Facility.

### Transcriptome assembly

Raw RNA-seq reads for each sample were aligned by TopHat (Version 2.0.12) to the zebrafish genome assembly (Zv9) using the Ensembl annotation Zv9 (Danio_rerio.Zv9.79.gtf)^62^. Each transcriptome was assembled by Cufflinks (Version 2.2.1)^63^. Transcripts were considered expressed if they had an FPKM value greater than 0.1 in at least 2 of 3 samples in the same group according to the Cuffnorm script from Cufflinks. Transcripts were considered to be differentially expressed across different groups if they exhibited a greater than 2-fold change and an FDR of less than 0.05 according to the Cuffdiff script from Cufflinks.

### Bioinformatics filtering workflow to identify high-confidence lincRNAs

In the reconstructed transcriptome, transcripts designated in the ‘u’ category by Cufflink (i.e., unknown intergenic transcripts) were obtained using the Cuffcompare script with the Ensembl annotation file (Danio_rerio.Zv9.79.gtf). The annotated lincRNAs in Ensembl were also obtained in this step. The annotated lincRNAs in the zflncRNApedia database were obtained using the Cuffcompare script with the zflncRNApedia annotation^36^. The remaining novel candidate transcripts were then filtered in 5 steps: 1) FPKM value greater than 0.1; 2) sequence length longer than 200 nt; 3) exon number greater than 1; 4) evaluation of coding potential using CPAT, CPC, and PhyloCSF; and 5) filtration of candidates with known protein domains using Pfam. An overview of this process is shown in Fig. 1A.

### Conservation analysis

To examine the sequence conservation of lincRNAs, we used the phastCons scores derived from the University of California, Santa Cruz (UCSC) 8-way vertebrate genome alignment seeded with the zebrafish reference genome (Zv9)^64^. The phastCons scores for the whole genome were downloaded from the UCSC database (http://hgdownload.cse.ucsc.edu/goldenPath/danRer7/phastCons8way). The phastCons score of each exon was defined as the average phastCons score of each nucleotide of that exon. Exons with no phastCons scores were ignored.

### Identification of orthologous loci across zebrafish, mouse, and human

The lincRNAs in zebrafish were mapped to the human reference genome hg19 and the mouse reference genome mm9 through the UCSC database^65^ using the bedToPsl, pslMap, pslToBed, and pslCDnaFilter scripts. This process was guided by the chain datasets (danRer7.hg19.all.chain and danRer7.mm9.all.chain) from the UCSC database (http://hgdownload.cse.ucsc.edu/downloads.html).

### Clustering analysis

Unsupervised hierarchical clustering was performed with Pearson correlation and complete linkage options using the pheatmap R package (https://github.com/raivokolde/pheatmap). To infer potential functions of differentially expressed lincRNAs across tissue types, K-means clustering analysis was applied to all differentially expressed transcripts, including lincRNAs and protein-coding transcripts. The optimal k value was determined based on the average silhouette width using the fpc R package^66^.

## GSA

GSA was performed to infer the potential functions of cardiac lincRNAs. The Pearson correlation coefficient between each lincRNA and each protein-coding gene in each functional gene set was calculated by the GSA R package^67^, as described previously^56, 68^. The functional gene sets included heart-associated gene sets annotated in the Zebrafishmine database (www.zebrafishmine.org; Supplemental Table 4) and our previous DCM gene set^35^. The GSA scores of all functional gene sets were transformed to a ternary scale (−1, 0, 1): Gene sets with FDR >0.5 were assigned a value of 0, gene sets with FDR <0.5 and GSA score >0 were assigned a value of 1, and gene sets with FDR <0.5 and GSA score <0 were assigned a value of −1. The score matrix was clustered and visualized with Pearson correlation distance metric and complete linkage options using the pheatmap R package.

### Functional enrichment analysis

Functional enrichment analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) tool^52^.

### Pathway and network enrichment analysis

The gene lists of interest were annotated by IPA (QIAGEN) (http://www.ingenuity.com/). We queried IPA with the gene list of interest to map and generate putative biological processes/functions, networks, and pathways based on the manually curated knowledge database of molecular interactions extracted from the public literature. The enriched pathways and gene networks were generated using both direct and indirect relationships/connectivity. These pathways and networks were ranked by their enrichment score, which measures the probability that the genes were included in a network by chance.

### qRT-PCR

RNA was extracted and purified from freshly dissected tissues using TRIzol Reagent (Thermo Fisher Scientific) following the manufacturer’s protocol. In total, 500 ng of RNA from each tissue was used to prepare cDNA using the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific). A qRT-PCR was conducted using a LightCycler 480 QPCR apparatus in 96-well QPCR plates (Roche Life Science). The expression levels of the lincRNAs of interest were calculated by the −∆∆Ct (cycle threshold) method using glyceraldehyde-3-phosphate dehydrogenase (gapdh) as an internal reference. For each tissue type, at least 3 biological replicates were measured and analyzed. The primers for the lincRNAs of interest are listed in Supplemental Table 8.

### *In situ* hybridization

*In situ* hybridization riboprobes were generated from 500- to 1,000-bp PCR products using T7-tagged primer pairs. Fish embryos were collected at 1, 2, and 4 dpf. Whole-mount *in situ* hybridization was conducted as described previously^69^. Images were recorded using an Axioplan 2 microscope (Zeiss) or a Leica III dissecting microscope equipped with a Nikon digital camera.

### DOX stress experiment

Fish were exposed to DOX stress as described previously^70^. Adult WIK zebrafish were injected with DOX (Sigma) at a dose of 20 mg/g. More than 5 fish were included in each experimental group.

### Data access

All of the raw RNA-seq data files are available from the Gene Expression Omnibus (Accession #GSE85416).

## Electronic supplementary material

Supplementary Figures

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

# Supplementary material for: Systematic identification and characterization of cardiac long intergenic noncoding RNAs in zebrafish
**Source:** Sci Rep. 2017 Apr 28;7:1250. doi: 10.1038/s41598-017-00823-3
**Supplement:** Supplementary file 1 — Supplementary Figures

**Systematic identification and characterization of cardiac long  
intergenic noncoding RNAs in zebrafish**

Lei Wang, Xiao Ma, Xiaolei Xu, and Yuji Zhang

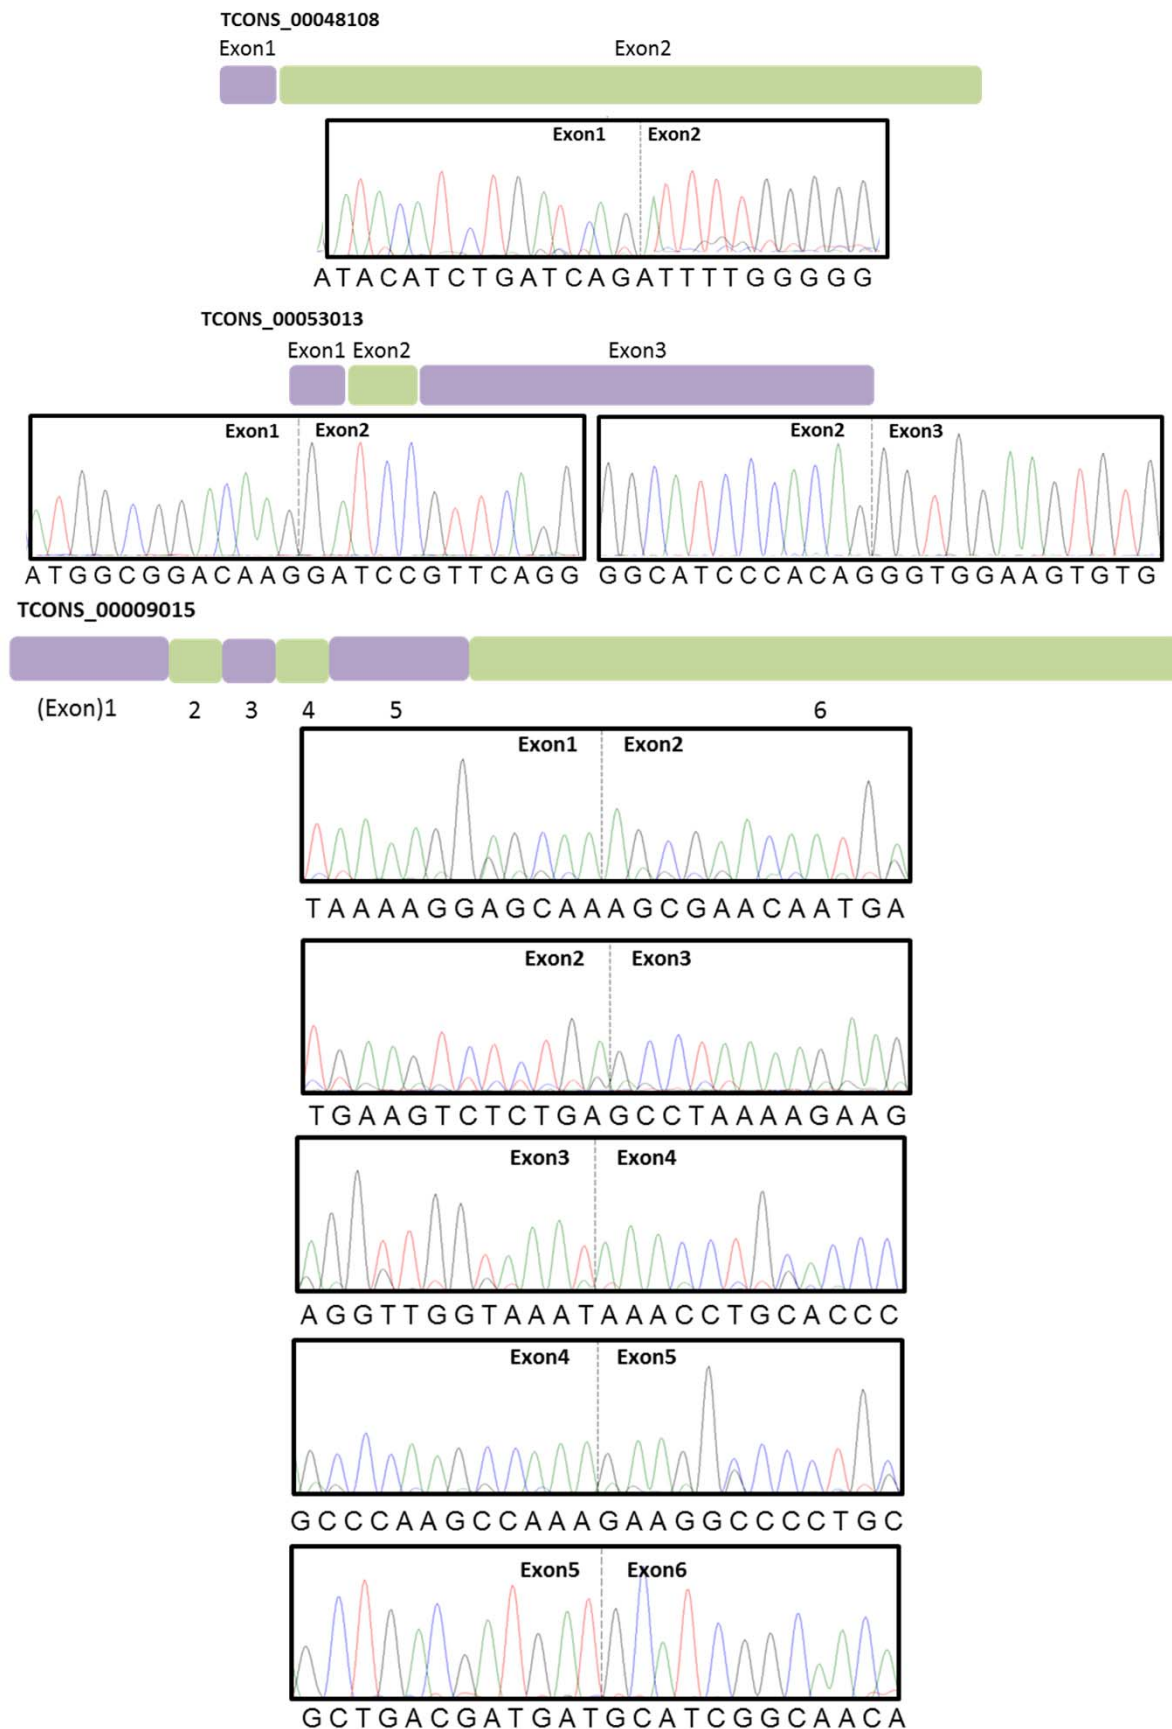

**Supplemental Figure 1.** Validation of three known predictive lincRNAs using Sanger sequencing approach.

TCONS\_00009015

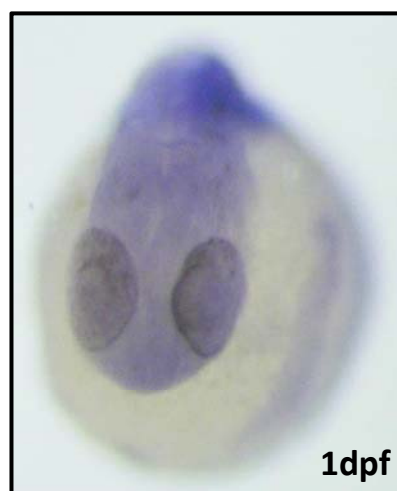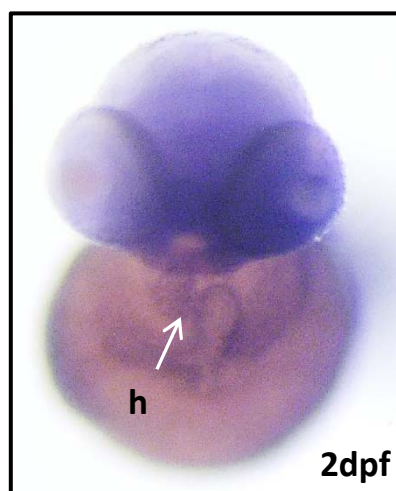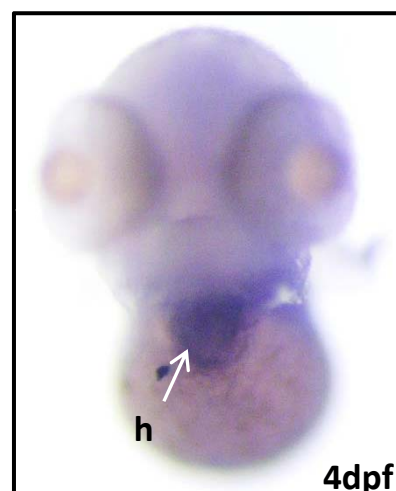

**Supplemental Figure 2.** Dynamics of cardiac lincRNA expression during embryogenesis.

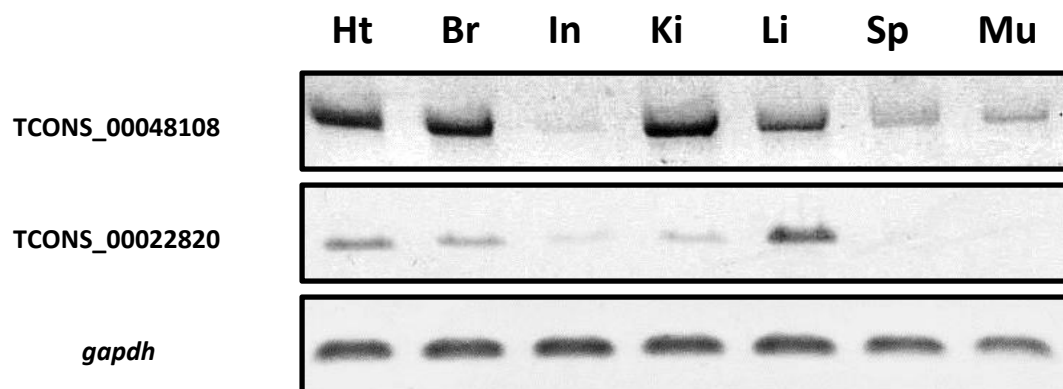

**Supplemental Figure 3.** Expression pattern of additional adult-enriched lincRNAs across 7 tissues. Br, brain; Ht, heart; In, intestine; Ki, kidney; Li, liver; Mu, muscle; Sp, spleen.

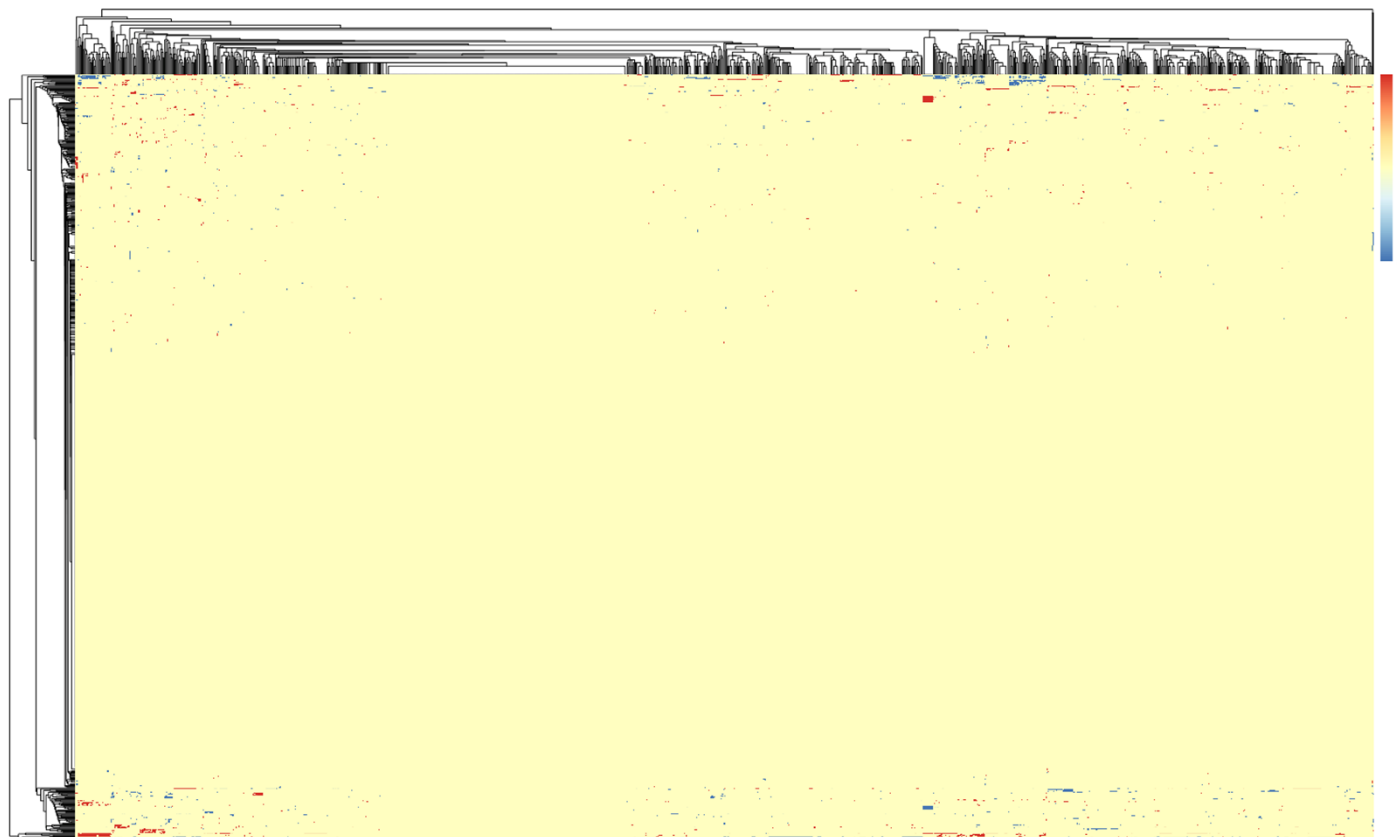

**Supplemental Figure 4.** Expression-based association matrix of 51 fetal lincRNA transcripts (rows) and all 8047 functional gene sets (columns). Red, positive correlation; blue, negative correlation; yellow, no correlation.

# Supplementary material for: Systematic identification and characterization of cardiac long intergenic noncoding RNAs in zebrafish
**Source:** Sci Rep. 2017 Apr 28;7:1250. doi: 10.1038/s41598-017-00823-3
**Supplement:** Supplementary file 5 — Supplemental Table 4

| Gene set | Annotation Source | Gene list |
| --- | --- | --- |
| DCM | DCM genes | actc1a actc1b ankrd1a ankrd1b cryaba cryabb desma desmb DSP dspa fhl2a fhl2b ldb3a ldb3b myh10 myh6 myh7ba myh7bb pdlim3a pdlim3b SCN11A scn12aa syne1a syne1b syne2a syne2b tmpoa tmpob tnnc1a tnnc1b tnnc2 tnni1a tnni1al tnni1b tnni1c tnni1d tnni2a.1 tnni2a.2 tnni2a.3 tnni2a.4 tnni2b.1 tnni2b.2 tnnt2a tnnt2c tnnt2d tnnt2e tnnt3b ttna ttnb vmhc vmhcl |
| Calcineurin_NFAT | GO | rcan1a rcan1b rcan2 rcan3 |
| ERK signaling | GO | ccl19a.1 ccl19a.2 ccl19b ccl20a.3 ccl20b ccl25b ccl32a. ccl33.3 ccl34a.4 ccl34b.1 ccl34b.3 ccl34b.4 ccl34b. ccl34b.9 ccl35.2 ccl38.1 ccl38a.3 ccl38a.4 ccl38a.5 ccl39a.10 ccl44 cds1 cds2 cetn4 cxcl32b.1 dusp3a dusp3b dusp6 fam83d garem ndrg4 nf1a nf1b pdgfaa pdgfab pdgfba pdgfbb si:dkey-25o1.7 spry1 spry2 spry4 tnip1 xcl32a.1 |
| JNK signaling | GO | aida ankrd6a ankrd6b axin1 csrp1a dusp22a dusp22b dusp3a dusp3b edar magi3a map3k12 mapk8b mapk8ip3 pigp sh3rf1 si:ch211-45c16.2 tnfrsf19 traf4a traf4b |
| MAPK signaling | GO | acsl4a admp bmp10 bmp15 bmp2a bmp2b bmp3 bmp4 bmp5 bmp6 bmp7a bmp7b bmp8a c18h3orf33 cd40 cnn2 fas gdf10a gdf10b gdf11 gdf2 gdf3 gdf5 gdf6b gdf9 gsdf hdr il11a il11b il17rd inha inhbaa inhbab inhbb lamtor1 lepa lepb lft1 lft2 mapk14a mapk14b mapkapk2a mapkapk2b mapkapk3 mstna mstnb ndr1 ndr2 ngfrb npffr2a npffr2b nradd paqr7b prok1 prok2 relt shc2 si:ch211-261n11.7 si:dkey-23c22.5 si:dkey-23c22.7 si:dkey-23c22.9 smpd2a spaw tgfa tgfb1a tgfb1b tgfb2 tgfb2l tgfb3 tnfrsf11a tnfrsf18 tnfrsf1a tnfrsf1b tnfrsf9a tnfrsf9b tnfrsfa zgc:153631 zgc:153759 |
| Redox signaling | GO | aifm1 aifm4 aifm5 dldh dnajc10 dnajc16l erp44 gclc glrx glrx2 glrx3 glrx5 gsr ndor1 nme8 p4hb pdia2 pdia3 pdia4 pdia5 pdia6 prdx1 prdx2 prdx3 prdx4 prdx6 ptgesl qsox1 rrm1 rrm2 rrm2b sh3bgrl3 si:ch1073-179p4.3 si:ch211-175m2.5 srxn1 tmx1 tmx2a tmx2b tmx3 tmx4 txn txn2 txndc11 txndc12 txndc15 txndc16 txndc5 txndc9 txnl1 txnrd1 txnrd2 zgc:100906 zgc:136472 zgc:152808 zgc:152951 zgc:153284 zgc:56493 zgc:77086 |
| apoptosis | GO | casp3a casp3b casp7 cflara cflarb dffa ift88 pak2a pak2b sirt2 |
| Cell proliferation | GO | abl1 abl2 adora2aa ago3b alms1 amotl2a apc apc2 arhgef7 atp6ap1b atp6v1f barx1 bbs1 bbs4 bcl6a bcl6ab blk bmp4 bricd5 btc btg4 btk cav1 cd40 cdh2 cdk6 cdkn1ba cdkn1bb cdx1b cnot7 cntf csf3a csf3b csk cx43 cxcl11.5 cxcl11. cxcl11.7 cxcl11.8 cxcl12a cxcl18b cxcl20 dab2ipa dab2ipb dia1a dia1b dlec1 dlg1 dlg1l dll4 dner dusp22a dusp22b e2f7 eapp ecrg4a ehf eif2ak2 emp2 etv5a fam83d fas fbn2b fer fes fgf16 fgf19 fgf1a fgf22 fgfr1a fgfr1b fgfr2 fgfr3 fgfr4 fntb fyna fynb fynrk garem gas2l3 gata3 gdf6a gle1 gli1 gli2b gnl3 gper1 hbegfa hbegfb hck hdac1 hdr hgfa hoxb8a hspg2 htr1aa htr1ab ifnphi1 ifnphi2 ifnphi3 ifnphi4 igf1 igfbp1a igfbp2a igfbp2b il11a il11b il12a il15 il15l il34 il4 ing1 ing2 ing4 ing5a ing5b irf1b irf2 itga2b itgav itgb8 itk jag2b jak1 jak2a jak2b jak3 jun junba junbb jund kctd13 klf4 lck lef1 lhx1a lin28a lin28b llgl2 loxl2a loxl2b lrrc14b lyn m17 matk melk men1 mfn2 mib1 mif mir221 mir25 mir30a mob1a myl7 naa35 nat15 ndrg1a ndrg1b ndrg4 nf1a nf1b ngfra ngfrb nkx2.5 nkx2.7 nppa nppb npr1a npr2 npr3 nr2f1a nradd nrarpa nrarpb pax6a pdf pdgfaa pdgfab pdgfba pdgfbb pdgfc pes pku300 pkz plcd3b polr3g ppdpfa ppp1r9ba ppp1r9bb prdm16 prok1 prok2 ptena ptenb ptk2aa ptk2ab ptk2ba ptk2bb ptk6b ptmab puraa purba purbb rb1 rc3h1a rc3h1b relt rhbdf1a rnu12 romo1 s100a10 s100a11 sav1 scrib scrt2 sema3d sgk1 sgk2a sgk2b sgk3 sh3bp4a shha si:ch211-112c15.8 si:ch211-167j9.5 si:ch211-195b13.1 si:ch211-261n11.7 si:ch211-261n11.8 si:ch73-206d17.1 si:ch73-340m8.2 si:ch73-49h18.1 si:dkey-23c22.5 si:dkey-23c22.6 si:dkey-23c22.7 si:dkey-23c22.9 si:dkey-260g12.1 si:dkey-97a13.12 sirt2 six1a six1b six6b smarca4a smarcb1a smyd2a smyd2b snapc4 sox2 spry1 spry2 src srrt sstr1a sstr5 stat3 styk1 syk tacc1 tacc3 tbx2b tcf7l1a tcf7l1b tec tes tfap2a tfap2b tfap2c tfap2d tfap2e tgfa tgfb1a tgfb1b tgfb2 tgfb2l tgfb3 tgfbi tgif1 thpo tipin tmem127 tnc tnfrsf11a tnfrsf18 tnfrsf1a tnfrsf1b tnfrsf9a tnfrsf9b tnfrsfa tnk1 tnk2a tnk2b tob1a tob1b tp53inp1 trim71 trpm7 tyk2 usp13 uspl1 vegfaa vegfc wdr12 wt1a yes1 yrk zap70 zgc:153631 zgc:153759 zgc:153924 zgc:158862 zgc:162255 zic1 zic2a zic4 zic5 |
| notch signaling | GO | aak1b adam10a adam10b aph1b arl6 asb11 bap1 bbs1 bbs4 cad chac1 chsy1 crb2a dab2 dbl dla dlb dlc dld dlk2 dll4 egfl6 epb41l5 erh fbxw7 fezf2 foxc1a gmds her12 her15.1 her4.1 her5 her6 hey1 hey2 heyl jag1a jag1b jag2b lfng llgl1 llgl2 maml1 maml3 mib1 nlk1 notch1a notch1b notch2 notch3 notchl nrarpa nrarpb numbl otud7b pappa2 poglut1 prss23 psen1 psen2 psenen ptbp1a rbpja rfng rras si:ch73-139j3.4 si:dkey-22a1.3 snx5 tspan14 tspan15 tspan33a tspan33b tspan5a tspan5b uchl3 vsg1 wnt16 zgc:110329 zgc:113223 zgc:65811 |
| wnt signaling | GO | adgra2 adgra3 aida amer1 amer2 amotl2a ankrd10a ankrd10b ankrd6a ankrd6b ap2m1a ap2m1b apc apc2 axin1 axin2 bambia bambib btk caprin2 ccdc88c csnk1a1 csnk1da csnk1db csnk1e csnk1g1 csnk1g2a csnk1g2b csnk2b csrp1a ctnnb2 ctnnbip1 dact1 dact2 dact3a dixdc1a dixdc1b dkk1a dkk1b dkk2 dkk3a dkk3b dmxl2 dock4a dot1l draxin dub dvl1b dvl2 dvl3a eaf1 eaf2 egf fam132a fam53b fermt2 fgf3 fgf8a foxh1 foxo3b frmd8 frzb fto fzd1 fzd10 fzd2 fzd3a fzd3b fzd4 fzd5 fzd6 fzd7a fzd7b fzd8a fzd8b fzd9a fzd9b gbx1 gnb2l1 gpc3 grk5 hdac1 hs2st1a invs iqgap1 jade1 jun jupa kctd15a kctd15b klhl12 lef1 lrp5 lrp6 lypd6 lzts2a lzts2b med10 mesdc2 metap2b mllt10 mylipa mylipb ndp ndrg2 nipblb nkd1 nkd2a nkd2b nlk1 nlk2 notum1a notum1b notum2 nphp4 nrarpa nrarpb nup62l nxn plpp3 porcn ppp2r3a prdm5 prickle1a psen1 ptk7a rab8b reck rgs17 rgs19 rgs20 rgs3a rhoab rnf14 rnf146 rnf220a rnf220b rock2a rspo1 rspo3 ryk sfrp1a sfrp1b sfrp2 sfrp5 si:ch211-120j21.1 si:ch211-168f7.5 si:ch73-236e11.2 si:dkey-1c11.1 smo sp5l sybu szl ta tax1bp3 tcf7 tcf7l1a tcf7l1b tcf7l2 tlc tmem237b tmem88a tnksa tob1a tollip tpbga tsc2 tspan12 ugdh vangl2 vax2 wif1 wisp3 wls wnt1 wnt10a wnt10b wnt11 wnt11r wnt16 wnt2 wnt2ba wnt2bb wnt3 wnt3a wnt4a wnt4b wnt5a wnt5b wnt6a wnt6b wnt7aa wnt7ba wnt7bb wnt8a wnt8b wnt9a wnt9b wwox zic5 znf703 zranb1a zranb1b |
| Heart function | GO | atp6v0cb cacna1aa cacna1ab cacna1ba cacna1bb cacna1c cacna1da cacna1db cacna1ea cacna1eb cacna1f cacna1fb cacna1g cacna1ha cacna1hb cacna1i cacna1sa cacna1sb cacna2d3 cacna2d4a cacna2d4b cacnb1 cacnb2a cacnb2b cacnb3a cacnb3b cacnb4a cacnb4b cacng1a cacng1b cacng2a cacng2b cacng3a cacng3b cacng4a cacng4b cacng5a cacng5b cacng6b cacng7a cacng7b cacng8a cacng8b ctbp2a ctbp2l dennd5a dennd5b drd2a drd2b drd2l gb:eh507706 gem grm2a grm2b itpr1a itpr1b itpr2 itpr3 loxhd1a loxhd1b mcu orai1a orai1b orai2 pkd1b pkd2 rem1 rem2 rrad ryr1a ryr1b ryr2b ryr3 sgk1 sgk2a sgk2b sgk3 si:ch211-168k15.4 si:ch211-195b13.1 si:ch211-270g19.5 si:ch73-335m24.5 si:ch73-379f7.5 slc24a1 slc24a2 slc24a4a slc24a4b slc30a1a slc30a1b stim1a tmem37 tpcn1 tpcn2 trpc1 trpc2a trpc2b trpc3 trpc4a trpc4b trpc5a trpc5b trpc6a trpc6b trpc7a trpc7b trpm5 trpn1 trpv6 tspan13a tspan13b |
| Heart contraction | GO | adora2aa adra1ba adra1bb adra1d adra2c adra2db adrb2a adrb2b adrbk2 ankhd1 apex1 atp1a2a atp2a1 atp2a2a bag3 bin1b bnip3lb bves cacna1c cacnb1 cald1a cald1b cbfb ccm2 ccm2l chrm2a chrm2b chrm3a cmlc1 cryaba cryabb csrp3 cx39.9 desma desmb dhfr dhrs9 dldh dlst dnd1 erp44 fbxl22 fbxo32 flt1 foxn4 gja3 grk5 hand2 hat hbegfb hel hip hrc hs3st1l1 htr1d htr2a htr2b htr7 hup ik ilk isl1 jam junba kcnh6a kcnk3a kcnk3b kita krit1 leg lims1 lims2 lmna lmod1a lmod1b lmod2b lmod3 lrrc10 lrrc39 lsp1 mcu melk myh6 myl7 mylka mylkb myot nmu ogdha ogdhb parvb pip pkd2 plcg1 plekha7a plk polr2m prdm16 quh rock2b rock2bl ryr1a ryr1b s100a1 scn12aa scn12ab sgcd sgcg sgol1 shox2 shtn1 si:ch211-10p21.1 si:ch211-266g18.10 si:dkey-206m15.8 si:dkey-276l13.4 si:dkey-63b1.1 si:dkey-65b13.9 si:dkeyp-66d7.5 si:dkeyp-68b7.10 si:rp71-17i16.4 sky slc2a12 slc8a1a slc8a4a slmapa slp smpx smyd2a smyd2b smyhc1 smyhc2 sra1 stac3 sth str strip1 strumpellin tacr1a tan taz tbx2b tcap tmod1 tmod2 tmod4 tnnc1a tnnc1b tnnc2 tnni1a tnni1al tnni1b tnni1c tnni1d tnni2a.1 tnni2a.2 tnni2a.3 tnni2a.4 tnni2b. tnni2b.2 tnnt1 tnnt2a tnnt2b tnnt2c tnnt2d tnnt2e tnnt3a tnnt3b tpcn2 tpm4a trdn ttna ttnb unm_tk34b unm_tm96 unm_tr206d unm_ts206 unm_tw212e vcla vdac2 vegfaa viper web zgc:101560 zgc:112242 |
| potassium channel | GO | arpp19a cnga1 cnga3a cnga3b cnga4 cnga5 cngb1a cngb3.1 cngb3.2 cngk hcn1 hcn2b hcn3 hcn4 hcn4l kcna1a kcna2b kcna6a kcnab1a kcnab1b kcnab2a kcnab2b kcnb1 kcnb2 kcnc1a kcnc1b kcnc2 kcnc3a kcnc3b kcnc4 kcnd1 kcnd2 kcnd3 kcne4 kcnf1a kcnf1b kcng1 kcng3 kcng4a kcnh1a kcnh1b kcnh2a kcnh2b kcnh3 kcnh4a kcnh4b kcnh5a kcnh5b kcnh6a kcnh6b kcnh7 kcnh8 kcnip2 kcnj10a kcnj10b kcnj11 kcnj11l kcnj12a kcnj12b kcnj13 kcnj14 kcnj16 kcnj1a.1 kcnj1a.2 kcnj1a.3 kcnj1a.4 kcnj1a.5 kcnj1a.6 kcnj1b kcnj2a kcnj2b kcnj3a kcnj3b kcnj5 kcnj8 kcnj9 kcnk10a kcnk10b kcnk12l kcnk13a kcnk13b kcnk15 kcnk18 kcnk1a kcnk1b kcnk2a kcnk2b kcnk3a kcnk3b kcnk5a kcnk5b kcnk6 kcnk9 kcnma1a kcnma1b kcnmb2 kcnn1a kcnn1b kcnn3 kcnn4 kcnq1 kcnq2a kcnq2b kcnq3 kcnq4 kcnq5a kcnq5b kcns3a kcns3b kcnt1 kcnt2 kcnv2a kcnv2b knca7 rnf207b sgk1 sgk2a sgk2b sgk3 si:ch211-113j13.2 si:ch211-195b13.1 si:ch211-247n2.1 si:ch211-261a10.5 si:ch211-38m6.7 si:ch73-334d15.4 si:dkey-100n10.2 si:dkey-106c17.3 si:dkey-192j17. si:dkey-201i6.2 si:dkey-21e5.1 si:dkey-224b4.1 si:dkey-22i16.2 si:dkey-43k4.5 si:dkey-44k1.5 si:dkey-76p7.5 si:dkeyp-115e12.3 si:rp71-39b20.4 si:rp71-68n21.12 tmem38a tmem38b zgc:162160 |
| Sarcomere | GO | actn2b ankrd1a ankrd1b ankrd2 capn3a capn3b cav3 cbfb cmlc1 csrp3 desma dmd flii hs3st1l1 itgb1b klhl41a klhl41b lrrc39 murca myl7 orai1b rbm24a slc8a1a smyd1a smyd1b smyd2a tfpi2 tln1 tnnt2a tnnt2c tnnt2d tnnt3a tnnt3b ttna ttnb vcla |

How the deposited data were processed for this re-analysis (not part of the article)

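Expression was measured by RNA-seq in zebrafish embryonic heart, adult heart, and adult muscle, with 3 samples of each. The labels number the samples of each tissue type from 0, and this numbering is the only source of a pairing between tissue types. Neither the labels nor the paper's text say whether same-numbered adult heart and muscle samples came from the same fish. The authors aligned the reads with TopHat to Zv9 and assembled the transcripts with Cufflinks, and the deposited FPKM values are those of Cuffnorm for each assembled transcript in each sample. The scaling option used in Cuffnorm is not named in the paper's text. The comparison by Cuffdiff in the Methods needs the reads and was not repeated. Gene sets and the values of protein-coding genes are not analysed here, because the values carry transcript identifiers of the assembly without gene names. For the neighbouring genes of bidirectional lincRNAs, the log2 ratios between tissue types are the paper's, from Supplemental Table 3. The PCR, in situ hybridization, and doxorubicin experiments are not analysed here.

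The lists of known, unannotated, cardiac-specific, bidirectional, and fetal lincRNAs were taken from the supplemental tables. A lincRNA was counted as expressed in a tissue type at a mean FPKM above 0.1, as in the Results. Transcripts with this mean in at least 1 tissue type were tested with limma 3.58.1 in R 4.3.3, as log2(FPKM + 0.1), with all 3 tissue types in one fit and an intensity trend, two-sided. Adjusted p-values are Benjamini-Hochberg over the 69118 transcripts tested. A transcript was called at an adjusted p below 0.05 and a ratio of mean FPKM above 2, and a fetal lincRNA at a ratio of at least 4. A lincRNA with a mean of 0 in the lower tissue type counted as passing the ratio. The fit was tested on simulated data with 62329 transcripts, of which 200 with a mean above 1 FPKM were changed 4-fold. It recovered 101 of the 200 and made 7 false calls, with calls made on the adjusted p alone. The share of changed transcripts was far lower than in the real comparison of the hearts, where 13419 were called. These numbers therefore do not carry over to the real calls.

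The depth of each sample was not part of the values. The estimate assumed that, within a sample, the FPKM of a transcript moves in steps worth 1 fragment. The ratio of these steps between samples gave their relative depth. Values far below such a step also occur, such as 2.13e-06 FPKM for TCONS_00000010 in adult muscle replicate 0. The assumption thus does not hold for every value. The check used simulated whole fragments and so could not test the assumption. The estimate covers counting error only. K-means clustering used scikit-learn 1.9.0 with 2 to 8 clusters, and the number of clusters was the one with the largest average silhouette width on a sample of 3000 transcripts. Permutation tests across lincRNAs used 100000 resamples, or 10000 for Spearman's rho. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and the plots used matplotlib 3.10.9.

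The lincRNAs named in the text are mainly those the paper names and those of the supplemental tables with their highest and lowest values. For each comparison of adult heart, the 2 cardiac lincRNAs with the largest rise and the 2 with the largest fall were added. These had an adjusted p below 0.05 and no overlap between samples. TCONS_00041066, 1 of the 2 falls against muscle, is named only here (log2 fold change -5.36, adjusted p = 3.46e-05 from limma with Benjamini-Hochberg adjustment). Fetal lincRNAs of the paper that were not called, neighbouring entries, and the highest entries are named where a result concerns them. The alternatives were other pseudocounts (1 and 0.01), filters on low values, rescaling of the samples, quantile normalization, a fit without the trend, a fit of only the tissue types compared, a replicate block, leaving out each sample in turn, an adjusted p below 0.01, other thresholds of expression, and other settings of the clustering. A filter at a mean of 10 FPKM and a minimum of 3 estimated fragments were added after seeing the data.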

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

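All tests named here were chosen after the results were seen. They concern 5 cardiac lincRNAs, among those with the 2 largest rises or falls of a comparison on the log2(FPKM + 0.1) scale, that the paper's text, Fig. 5B, and Supplemental Tables 5 and 6 do not discuss. A signal in lincRNAs the paper did not discuss is what drew attention to them. No control samples exist.

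TCONS_00045191 had a mean of 30.7 FPKM in embryonic heart, and its means in adult heart and muscle were 0.00510 and 0.0887 FPKM. Its log2 fold change of adult against embryonic heart was -8.18 (adjusted p = 2.67e-05 from limma with Benjamini-Hochberg adjustment), with no overlap between the 3 samples of each. The summed FPKM of the 6 neighbouring entries changed by -0.529, which does not make up for the fall. The adjusted p reached at most 0.000354 with any sample left out and 2.97e-05 under another scaling. A difference between the embryonic and adult stage may explain the pattern, as a hypothesis, but RNA of other embryonic tissue in the dissected hearts was not tested and cannot be told apart from it.

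TCONS_00085215 had a mean of 64.3 FPKM in embryonic heart and was listed at 0 in all adult heart samples. Its embryonic heart samples had 28.0, 22.4, and 143 FPKM. It is 114 nt long. The summed FPKM of its neighbouring entries changed by -4.48. The log2 fold change was -8.81 (adjusted p = 0.00947 from limma with Benjamini-Hochberg adjustment), and the adjusted p reached 0.0355 with a sample left out and 0.00984 under another scaling. A short transcript is open to a length bias that these tests do not cover, and no explanation was singled out.

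TCONS_00051646 had a mean of 6.26 FPKM in adult heart and 3.96 FPKM in adult muscle and was listed at 0 in all embryonic heart samples. The log2 fold change of adult against embryonic heart was 5.94 (adjusted p = 2.16e-05 from limma with Benjamini-Hochberg adjustment). The neighbouring entries together were higher in adult heart by 2072 FPKM. Most of this came from TCONS_00051649, which was likewise listed at 0 in embryonic heart. The adjusted p reached at most 0.000354 with a sample left out and 1.83e-05 under another scaling. Whether fragments were shared between these entries was not tested.

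TCONS_00000540 had a mean of 191 FPKM in adult heart and 0.267 FPKM in adult muscle (log2 fold change 9.07, adjusted p = 2.76e-07 from limma with Benjamini-Hochberg adjustment). The adjusted p reached at most 8.47e-06 with a sample left out and 4.56e-07 under another scaling. Its neighbouring entries were higher in adult heart by 152 FPKM in sum. Its sequence is unplaced in Zv9, and copies of it elsewhere were not tested.

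TCONS_00023193 had a mean of 10.1 FPKM in adult muscle and 0.0473 FPKM in adult heart (log2 fold change -6.23, adjusted p = 0.00144 from limma with Benjamini-Hochberg adjustment). The adjusted p reached at most 0.00857 with a sample left out and 0.00137 under another scaling. The 6 neighbouring entries together were higher in adult heart by 14.6 FPKM, and TCONS_00023192 had 13.4 FPKM in adult heart and 3.37 FPKM in muscle. The fall may therefore come from fragments assigned to a neighbouring transcript, and a difference between the tissues cannot be told apart from it.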

How the results depend on the processing

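Unless stated otherwise, the alternatives were set before the data were examined. A stricter adjusted p below 0.01 moved each count of the limma comparisons. Transcripts differing between embryonic and adult heart went from 13419 to 6907, and those differing between adult heart and muscle from 14301 to 8724. Fetal lincRNAs went from 55 to 33 (higher in embryonic heart) and from 139 to 70 (higher in adult heart). LincRNAs higher in adult heart than muscle went from 121 to 70, and cardiac-specific lincRNAs higher in heart from 105 to 66. With a mean above 1 FPKM required, the last 3 of these counts were 75, 74, and 49. Without a test, a ratio of at least 4 gave 106 and 225 fetal lincRNAs. A filter at a mean of 10 FPKM, chosen after seeing the data, left 3239 transcripts differing between the hearts. A fold change of at least 4 on the log2 scale gave 43 and 117 fetal lincRNAs.

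Leaving out 1 sample at a time gave from 9400 to 13282 transcripts between the hearts, from 11214 to 13035 between adult heart and muscle, from 45 to 60 and from 92 to 134 fetal lincRNAs, from 90 to 114 lincRNAs higher in adult heart than muscle, and from 79 to 106 cardiac-specific lincRNAs. Leaving out a replicate number gave from 590 to 613 lincRNAs expressed in embryonic heart, from 716 to 727 in adult heart, from 171 to 207 not in muscle, from 28 to 40 in embryonic heart only, from 67 to 86 in adult heart only, and from 19 to 26 above 25 FPKM. The means stayed from 4.08 to 4.43 FPKM for known and from 4.75 to 4.88 FPKM for unannotated lincRNAs, and the clusters held 16 and 30 fetal lincRNAs, which shows no stability because the clusters follow the direction of the difference.

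The tissue types share replicate numbers 0 to 2. Embryonic and adult hearts come from different fish, and for adult heart and muscle the labels and the paper's text do not say. The mean correlation of deviations from the tissue means was 0.023 for same-numbered and -0.012 for other samples of adult and embryonic heart, 0.016 and -0.008 for adult heart and muscle, and 0.013 and -0.007 for embryonic heart and muscle. With a replicate block, the counts were 11659 transcripts between the hearts, 12886 between adult heart and muscle, 47 and 119 fetal lincRNAs, 110 lincRNAs higher in adult heart than muscle, and 92 cardiac-specific lincRNAs. Of the 194 fetal calls without the block, 160 were shared with it. Rescaling by median ratios shared 191 of them, and a pseudocount of 1 shared 148.

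Quantile normalization moved the median of all transcripts between the hearts by -0.203 on the log2 scale. The share of calls higher in adult heart was 62.8% (8423 against 4996) as deposited and 52.3% (6791 against 6184) after it. The fetal lincRNAs were 63 higher in embryonic and 111 higher in adult heart after it. In these counts only the test used the normalized values, and the ratio and direction of each call came from the deposited means.

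For the expressed lincRNAs, requiring 0.1 FPKM in all 3 samples gave 387 in embryonic heart, 46 in embryonic heart only, and 128 in adult heart only. A mean above 0.5 FPKM gave 360 in embryonic heart, 456 in adult heart, and 58 in embryonic heart only. A mean above 1 FPKM gave 261, 287, and 57. A minimum of 3 estimated fragments, chosen after seeing the data, gave 54 in embryonic heart only. The cause of these changes was not tested. The mean of known and unannotated lincRNAs was 7.43 and 8.36 FPKM for the highest tissue mean. The medians were 0.538 and 0.614 FPKM. Over expressed tissues only, the mean of unannotated lincRNAs was 4.98 FPKM. Log10 values that were not centred kept 10 of the fetal lincRNAs higher in embryonic heart in 1 cluster, and 6 clusters kept 10 and 17.

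For the 24 comparisons of single lincRNAs, none of the 358 alternatives changed the direction. The side of the threshold changed in 23 of them, with 18 weaker in 2 lincRNAs, TCONS_00016569 and TCONS_00023933, and 5 stronger in 3 others. Those 3 were TCONS_00014804, TCONS_00045641, and TCONS_00052125. The depth limits the lowest values, since 0.1 FPKM stood for few fragments.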

Differences from the paper's values

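The paper's number of lincRNAs above 25 FPKM in embryonic heart is 11, and 19 were found here. None of the alternatives set before the data were examined closed the gap. They gave 28 for a mean above 25 FPKM, 19 after rescaling, and 19 to 26 with a replicate number left out.

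The paper's number of fetal lincRNAs is 51, with 16 higher in embryonic heart and 35 higher in adult heart. Here 194 were found, with 55 and 139. None of the alternatives set before the data were examined closed any of these 3 gaps. The closest total was 103 at an adjusted p below 0.01, with 33 and 70. Of the paper's 35, 5 were not called here, TCONS_00051282, TCONS_00071192, TCONS_00090729, TCONS_00000078, and TCONS_00082026. A ratio of at least 4 with no test included these 5 lincRNAs, and the adjustment over the 51 alone, which was not among those alternatives, gave them an adjusted p below 0.05. Each of the 5 was also called under at least 1 tested alternative set before the data were examined. A pseudocount of 0.01 called TCONS_00051282, TCONS_00071192, and TCONS_00090729. The adjustment over the cardiac lincRNAs alone called TCONS_00051282 and TCONS_00071192, and the replicate block called TCONS_00051282 and TCONS_00000078. A mean above 1 FPKM called TCONS_00051282, and a fit of only the 2 heart tissues called TCONS_00071192. Without adult heart replicate 0, TCONS_00082026 was called, and without adult heart replicate 2, TCONS_00090729.

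The paper's number of unannotated lincRNAs found only in embryonic heart is 11, and 5 were found here by mean FPKM. With FPKM above 0.1 in at least 2 of 3 samples, the threshold of the paper's Methods, the value was 11. The same threshold also gave the paper's other counts of expressed lincRNAs, with 564 in embryonic heart, 730 in adult heart, 212 in heart and not in muscle, 99 only in adult heart, and 43 only in embryonic heart. With log10 values that were not centred, the clustering placed 25 of the 30 clustered fetal lincRNAs higher in adult heart together, where the paper gives 25 of 35. The same setting placed only 10 of the 16 higher in embryonic heart together, where the paper gives all 16. Values that are not centred keep the level of each transcript, so these clusters need not follow the direction of difference. The paper's cluster numbers run at least to 3, against 2 clusters here, and the denominators differ. The equal number of 25 is therefore not a match.

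The paper presents the lincRNAs of Supplemental Table 5 as those with the highest ratios between adult heart and muscle. Another 36 cardiac lincRNAs with a mean above 1 FPKM in adult heart were tested higher and had a ratio above the table's median of 5.23 or a muscle mean of 0. The paper's adult heart mean of TCONS_00028686 is 21.22 FPKM, and 27.9 FPKM was found here. The highest ratio is 1071 in the paper and was 1408 here. The adult heart means of the other lincRNAs of that table matched the paper's within rounding. The paper's text treats TCONS_00023920 as a fetal lincRNA higher in embryonic heart. Its mean was 91.8 FPKM in embryonic and 416 FPKM in adult heart (log2 fold change 2.12, adjusted p = 0.00081 from limma with Benjamini-Hochberg adjustment). The paper's list of 51 also has it higher in adult heart, so the paper's text and list differ. TCONS_00023933, which the text also treats as higher in embryonic heart, had 97.7 FPKM there and 56.5 FPKM in adult heart. This ratio is below the definition of a fetal lincRNA. In the sheet of Supplemental Table 6 with 16 lincRNAs, 13 are among the 51. Of the others, TCONS_00094311 and TCONS_00041526 were called higher in embryonic heart here. The sheet also lists TCONS_00045641, with a mean of 2.86 FPKM in embryonic heart, and it is not among the 51. It was not called here (log2 fold change of adult against embryonic heart -2.92, adjusted p = 0.0842, same test). Across the alternatives its adjusted p ranged from 0.0375 to 0.219.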

Other observations

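The settings that rescale or normalize the samples were set before the data were examined, but their use as tests of scaling between samples was chosen only after the result was seen. The tests with a mean above 10 FPKM and with a minimum of 3 fragments were added after the data were examined, the former when the share at a mean above 1 FPKM was already known.

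More transcripts were called higher in adult than in embryonic heart (62.8%). With a mean above 1 FPKM required, an alternative set before the data were examined, the share fell to 58.4% (6010 against 4285), and with a mean above 10 FPKM it was 61.6%. Low values near the detection floor thus do not account for all of the imbalance, and a part is not excluded. With the test on quantile-normalized values the share was 52.3%, with ratios and directions still from the deposited means. After median-ratio rescaling it was 64.7% (8672 against 4734). Quantile normalization gives all samples the same distribution, so its move toward balance was largely fixed in advance and it would also remove a true shift. The imbalance cannot be told apart from scaling between samples by these settings.

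More cardiac lincRNAs were expressed in adult than in embryonic heart. By mean FPKM, the adult heart had 739 and the embryonic heart 616. With FPKM above 0.1 in at least 2 of 3 samples, the counts were 730 and 564. With a minimum of 3 fragments of the shallowest library in at least 2 of 3 samples, they were 654 and 524, a surplus of 130. This minimum lies close to the threshold of 0.1 FPKM, so by itself it says little about the depth of the libraries. By sample, adult heart replicate 0 had 668 lincRNAs above 0.1 FPKM, while embryonic heart replicates 1 and 2, with no lower estimated depth, had 542 and 561. By this estimate, which assumes whole fragments, depth alone does not account for the difference. At a mean above 1 FPKM the surplus was 26 lincRNAs (287 against 261), and 57 were found only in embryonic heart against 56 only in adult heart. The adult heart still had more, as was set as the criterion beforehand, but most of the surplus lay at values below 1 FPKM. After median-ratio rescaling the counts were 738 in adult and 614 in embryonic heart.

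Across the bidirectional pairs with a ratio for both members, the log2 ratio of the lincRNA between adult heart and muscle was set against that of the gene, which is the paper's value from Supplemental Table 3. They correlated with Pearson's r = 0.430 (28 pairs, two-sided permutation p = 0.0271). The criterion set beforehand was the unadjusted p. After Benjamini-Hochberg adjustment over the 2 correlations the p was 0.0542, Spearman's rho was 0.355 (permutation p = 0.065), and r without the 2 outermost pairs was 0.318. The result thus fails the correction, and shared regulation of the pair is only a candidate explanation. Between embryonic heart and muscle, r was 0.101 (20 pairs, permutation p = 0.669) and rho was -0.117 (permutation p = 0.621). The pairs are genes, not independent replicates. Whether the 2 correlations differ was not tested.

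For embryonic against adult heart and for adult heart against muscle, 4 of the 10 splits of the 6 samples part all same-numbered pairs, the real one included, and 1 of these 4, the real split, gave a count as large as the real one. With 10 splits in all, a share below 0.1 cannot be reached, so chance cannot be excluded by this count alone. The largest other counts of transcripts were 7 between the hearts and 6 between adult heart and muscle among these splits. Among the 6 splits that keep a same-numbered pair together they were 19 and 9. For the fetal lincRNAs in both directions and the lincRNAs higher in adult heart than muscle, every other split gave 0. At an unadjusted p below 0.05 with the same ratio, the larger direction held up to 25 lincRNAs in the other splits of the hearts and up to 18 in those of adult heart and muscle, against 192 and 183 in the real splits. For the cardiac-specific lincRNAs, 1 of 100 regroupings, the real one, gave a count as large, and the largest other count was 29. These lincRNAs were listed for their low values in the same muscle samples, so that count could hardly have come out otherwise.

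A few transcripts took most of the summed FPKM. The 10 highest made up 84.2%, 93.6%, and 95.3% of the sum in the embryonic heart samples and between 64.2% and 74.7% in the adult samples. The sums ranged from 4493740 to 19187400 FPKM in embryonic heart and from 2785610 to 3191280 FPKM in adult heart. In adult muscle they ranged from 3139180 to 4644360 FPKM, which overlaps embryonic heart. TCONS_00028020 and TCONS_00098971 each had 5739000 FPKM in embryonic heart replicate 2 and 0 in every other sample. TCONS_00079659 and TCONS_00039060 had 5137340 and 4670310 FPKM in embryonic heart replicate 1 and 0 in every other sample. No biological explanation was tested. Of the cardiac lincRNAs, 6 were shorter than 200 nt and 73 had 1 exon, all of them annotated. The paper's filter removed such transcripts from the unannotated candidates, so this was fixed in advance.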
